# In Vivo Regulation of the Zebrafish Endoderm Progenitor Niche by T-Box Transcription Factors

**DOI:** 10.1016/j.celrep.2017.06.011

**Published:** 2017-06-27

**Authors:** Andrew C. Nelson, Stephen J. Cutty, Saule N. Gasiunas, Isabella Deplae, Derek L. Stemple, Fiona C. Wardle

**Keywords:** T-box, endoderm, transcription, ChIP-seq, redundancy

## Abstract

T-box transcription factors T/Brachyury homolog A (Ta) and Tbx16 are essential for correct mesoderm development in zebrafish. The downstream transcriptional networks guiding their functional activities are poorly understood. Additionally, important contributions elsewhere are likely masked due to redundancy. Here, we exploit functional genomic strategies to identify Ta and Tbx16 targets in early embryogenesis. Surprisingly, we discovered they not only activate mesodermal gene expression but also redundantly regulate key endodermal determinants, leading to substantial loss of endoderm in double mutants. To further explore the gene regulatory networks (GRNs) governing endoderm formation, we identified targets of Ta/Tbx16-regulated homeodomain transcription factor Mixl1, which is absolutely required in zebrafish for endoderm formation. Interestingly, we find many endodermal determinants coordinately regulated through common genomic occupancy by Mixl1, Eomesa, Smad2, Nanog, Mxtx2, and Pou5f3. Collectively, these findings augment the endoderm GRN and reveal a panel of target genes underlying the Ta, Tbx16, and Mixl1 mutant phenotypes.

## Highlights

• Ta and Tbx16 redundantly regulate genes through common *cis-*regulatory modules
• Ta and Tbx16 control expression of *mixl1* and other key endodermal regulators
• Mixl1 occupies endodermal CRMs with Smad2, Eomesa, Nanog, Mxtx2, and Pou5f3
• *Ta* and *tbx16* double mutants fail to correctly form liver, pancreas, and gut tube

## Introduction

The primary germ layers of the vertebrate embryo—endoderm, mesoderm, and ectoderm—are specified early in development. Endoderm derivatives contribute to liver, pancreas, gut tube, and respiratory tract, whereas mesoderm gives rise to muscle, connective tissues, and blood. The transforming growth factor β (TGF-β) family growth factor Nodal is required for formation of bipotential precursors of mesoderm and endoderm—the mesendoderm (Schier, 2009). On pathway activation, its downstream effectors, transcription factors (TFs) Smad2/3, translocate into the nucleus and interact with other TFs, such as the T-box TF Eomes, to activate expression of mesendodermal target genes.

T-box TFs play key roles in mesoderm and endoderm formation. For example, in mouse, Eomesodermin (Eomes) is required for definitive endoderm formation (Arnold et al., 2008), whereas zebrafish Eomes homolog A (Eomesa) regulates early endoderm marker expression (Du et al., 2012). T is required for normal mesoderm formation, with notochord and posterior somites failing to differentiate in mutant mice (Dobrovolskaïa-Zavadskaïa, 1927). In zebrafish, Ta is also required for notochord formation and it acts synergistically with its paralog, Tb, in posterior somite formation (Halpern et al., 1993, Martin and Kimelman, 2008, Schulte-Merker et al., 1994). Another T-box TF, Tbx16, plays a key role in zebrafish mesoderm formation though directing migration of mesodermal progenitors during gastrulation (Ho and Kane, 1990). Both Ta and Tbx16 regulate fibroblast growth factor (FGF) and Wnt signaling to control intermediate mesoderm formation and somitogenesis (Kimelman, 2016, Mueller et al., 2010, Warga et al., 2013) and have independent and combinatorial roles in establishing left-right asymmetry (Amack et al., 2007). Indeed, T-box TFs often share partially overlapping functions. For example, in *Xenopus* T, Eomes and VegT (ortholog of Tbx16; Griffin et al., 1998) redundantly regulate neuromesodermal bipotency (Gentsch et al., 2013).

This study focuses on transcriptional networks directed by Ta and Tbx16 in early zebrafish development. We characterized their DNA-binding activities and target gene expression profiles during gastrulation. We discovered that Ta/Tbx16 genomic binding substantially overlaps and provide evidence that use of common *cis*-regulatory modules (CRMs) accounts for their functional redundancy (Garnett et al., 2009). Here, we describe a profound loss of endoderm in *ta/tbx16* double mutants and present findings demonstrating that Ta/Tbx16 directly regulate the cell-intrinsic endodermal regulator Mixl1 (Kikuchi et al., 2000), as well as extrinsic regulators of endoderm proliferation, the Cxcr4a ligands Cxcl12a/b (Mizoguchi et al., 2008, Stückemann et al., 2012).

To understand how transcriptional programs downstream of Ta and Tbx16 control endoderm formation, we assessed Mixl1 genomic binding during endoderm specification, revealing direct regulation of many key endoderm-intrinsic factors via CRM occupancy with Smad2 and Eomesa. Moreover, we found Mixl1 binds common CRMs with key endodermal determinants Nanog, Mxtx2, and Pou5f3 (Leichsenring et al., 2013, Lunde et al., 2004, Reim et al., 2004, Xu et al., 2012). Collectively, our data refine the transcriptional hierarchy underlying endoderm formation in zebrafish and strongly suggest these TFs act combinatorially to regulate target gene expression.

## Results

### Genome-wide ChIP-Seq Analysis of Ta and Tbx16 Binding in Zebrafish Gastrulae

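The array signal of neither targeted gene was lower in embryos injected with *tbx16* and *ta* MOs together (double morphants). *tbxta* (the current symbol of *ta*; *ntla* on the array) encodes a T-box TF of the notochord and tailbud, and *tbx16* a T-box TF needed for the movement of mesodermal cells in gastrulation. At shield (6 hpf), the log2 signal of *tbxta* was 10.37 ± 0.33 (SD, n = 3) in control MO embryos and 11.56 ± 0.24 (SD, n = 3) in double morphants. At 90% epiboly (9 hpf) it was 9.24 ± 0.17 in control MO embryos and 11.05 ± 0.24 in double morphants (SD, n = 3 each). *tbxta* thus rose by a log2 fold change of 1.19 (standard error 0.20, adjusted p = 0.0165 from limma) at shield and of 1.81 (standard error 0.20, adjusted p = 0.000248 from limma) at 90% epiboly, and all 3 double morphant samples lay above all 3 controls at each stage. *tbx16* was at 10.35 ± 0.21 in control MO embryos and 10.88 ± 0.20 in double morphants at shield, and at 9.34 ± 0.34 and 9.71 ± 0.25 at 90% epiboly (SD, n = 3 each). Its log2 fold changes of 0.54 and 0.37 did not pass the test (adjusted p = 0.443 and 0.995 from limma). Without the first control MO sample or the third double morphant sample of shield, the adjusted p of *tbxta* at that stage was 0.0535 or 0.0854. The paper's text does not name which step either MO blocks; a MO that blocks translation leaves the transcript in place, so these levels do not check the sample labels.

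**Figure D1:**
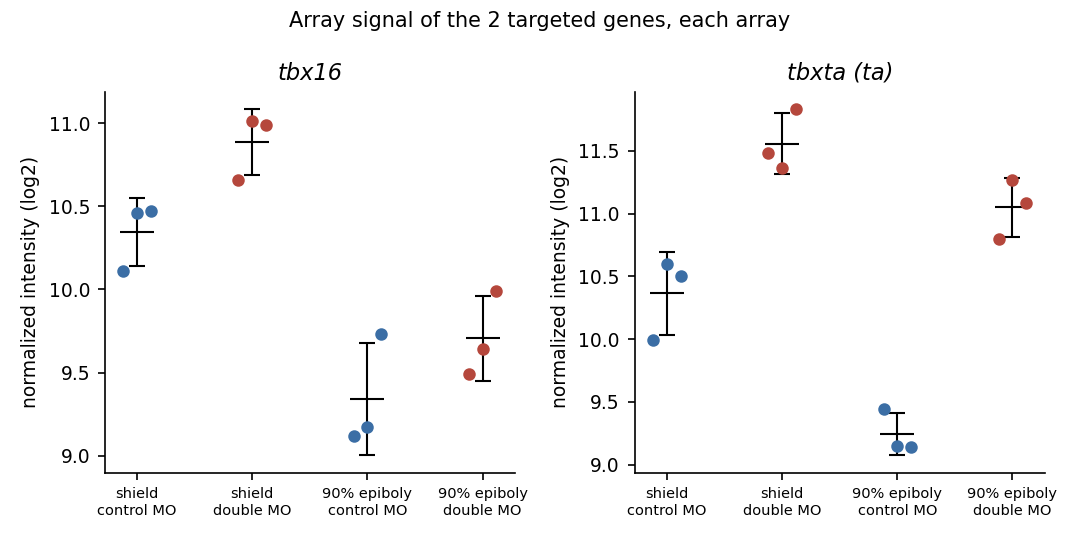
Normalized log2 intensity of *tbx16* and *tbxta* on each of the 12 arrays (y axis, which does not start at 0) in the 4 groups (x axis). Points are arrays, bars are the mean and SD of 3 arrays, and the double morphants of *tbxta* lie above the controls of the same stage at shield (11.56 against 10.37) and at 90% epiboly (11.05 against 9.24).

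RNA was taken from whole AB embryos, about 200 per sample, injected with 0.75 pmol of control MO or with 0.5 pmol of *tbx16* MO and 0.25 pmol of *ta* MO. There were 3 samples in each of the 4 groups, and each was hybridised to its own Agilent zebrafish array with a single dye. The authors deposited log2 intensities of 45220 features per array, already normalized between arrays, with array medians between 7.06 and 7.07 and no missing value. The background correction and the normalization method are not given in the sources used here. From these values a limma model of all 12 arrays in 4 groups was fitted, so that the groups share 1 estimate of the spread, and p-values were adjusted by Benjamini-Hochberg over all features. Within a group the arrays correlated across features at 0.9662 to 0.9897. Of the features, 26855 carry a gene symbol and stand for 13276 genes after updating; where a gene has several features, the one with the highest mean signal stands for it. The sources do not say that the samples of a group came from separate clutches, so the p-values measure only the spread between these samples, whose number limits the precision. On simulated values for the shield comparison, the model recovered 54% of features changed by 1 on the log2 scale and 92% of those changed by 2, and none of those changed by 0.5.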

To study the roles of Ta, Tbx16, and other TFs, we assessed DNA binding, histone modification, and Ta/Tbx16-dependent target gene expression profiles between zygotic genome activation and the end of gastrulation. Figure 1A shows time points for individual TF datasets and the temporal expression of these TFs at the margin (mesodermal and endodermal cells).

**Figure 1:**
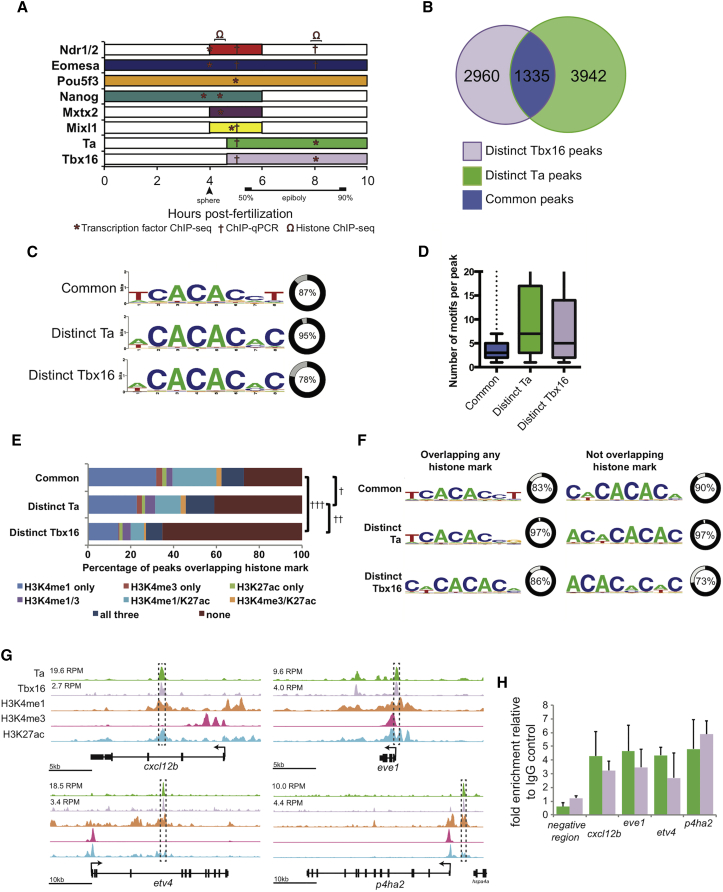
Genome-wide Analysis of Ta and Tbx16 Binding Sites (A) Summary of the expression of the endodermal regulators (or their upstream activator) for which ChIP data are presented. Bars indicate the temporal expression window of factors at the margin, color coded per factor as in subsequent figures. Datasets indicated are ChIP-seq: Smad2 (regulated by Ndr1/2) and Eomesa at 3.3–4 hpf; Nanog and Mxtx2 at 3.3 and 4.3 hpf; Pou5f3 at 5 hpf; Mixl1 at 4.7–5.3 hpf; Ta and Tbx16 at 8–8.5 hpf; and histones at 8.25 hpf. ChIP-qPCR are Smad2, Eomesa, Mixl1, Ta, and Tbx16 at 5.3 hpf and Ta and Tbx16 at 8–8.5 hpf. (B) Overlap of Ta and Tbx16 ChIP-seq peaks at 75%–85% epiboly (8–8.5 hpf). (C) Closest match to the consensus T-box binding site identified within each peak class. Percentage of peaks containing such a sequence is indicated. (D) Occurrences of motifs indicated in (C) within each peak of each class. Boxplots intervals are 10^th^, 25^th^, median, 75^th^, and 90^th^ percentiles. (E) Percentage of peaks in each class overlapping histone marks. †p = 3 × 10^−19^; ††p = 4 × 10^−89^; †††p = 9 × 10^−119^, chi-square test. See also Figure S1. (F) Closest match to the canonical T-box binding site identified within each class of peak overlapping histone marks with percentage of peaks containing such sequences indicated. (G) Stage-matched Ta, Tbx16, H3K4me1, H3K4me3, and H3K27ac and ChIP-seq at the various genomic loci. Peak heights in reads per million (RPM) are indicated. Boxed regions indicate regions used for ChIP-qPCR validation. (H) ChIP-qPCR validation of regions indicated in (G). Data are represented as mean ± SEM.

Ta and Tbx16 chromatin immunoprecipitation sequencing (ChIP-seq) at mid-gastrulation (75%–85% epiboly; 8–8.5 hr post-fertilization [hpf]) identified a similar number of binding events (ChIP-seq peaks; Data S1) for each TF. Of these, ∼25%–30% overlap (Figure 1B; Data S1), which we designate “common” peaks, whereas peaks unique to each TF we designate “distinct”.

Previous studies demonstrated Ta and Tbx16 bind the T-box consensus sequence TCACACCT (Garnett et al., 2009, Kispert and Hermann, 1993, Morley et al., 2009); however, T-box TFs also bind AC-rich sequences at lower affinity (Evans et al., 2012). De novo motif analysis revealed 85% of common peaks contain close matches to the consensus T-box site, whereas distinct peaks are most enriched for AC-rich sequences (Figure 1C). Interestingly, common peaks contain few consensus T-box sites, whereas the distinct peaks contain numerous AC-rich sites (Figure 1D).

To determine whether there are differences in functionality between peak subsets, we compared our data with published histone ChIP-seq indicative of putative promoters (H3K4me3), putative enhancers (H3K4me1), and active enhancers (H3K27ac) (Bogdanovic et al., 2012). This genome-wide analysis revealed common peaks were significantly more likely to overlap these histone marks than distinct peaks, whereas distinct Ta peaks were more correlated with histone marks than distinct Tbx16 peaks (Figure 1E). Interestingly, whereas common peaks at histone marks are most enriched for the consensus T-box, common peaks lacking functional marks are most enriched for the AC-rich sequences (Figure 1F).

Putative target genes were then annotated (nearest transcription start site [TSS] ± 100 kb from each peak, though the majority are markedly closer; Figure S1). These, together with Ta and Tbx16 binding coordinates and associations with histone marks, are shown in Data S1. Among target genes with common Ta/Tbx16 peaks at functional chromatin are FGF target gene *etv4* (Roehl and Nüsslein-Volhard, 2001), mesodermally expressed endodermal regulator *cxcl12b* (Mizoguchi et al., 2008, Nair and Schilling, 2008, Stückemann et al., 2012), mesodermal progenitor regulator *eve1* (Seebald and Szeto, 2011), and migration-associated marker *ph4a2* (Chang et al., 2011; Figures 1G and 1H), all of which play roles in key Ta and Tbx16 activities.

### Expression Profiling of Ta and Tbx16 Target Genes

Expression of target genes with common peaks was significantly enriched in tissues co-expressing Ta and Tbx16, such as the margin and tailbud (Figure 2A; Data S2). Similarly, gene ontology (GO) term analysis demonstrates enrichment for functions common to both TFs (Figure 2B; Data S2). Interestingly, genes with distinct Ta, but not Tbx16 peaks, show enriched expression in the axial chorda mesoderm and notochord, where *ta*, but not *tbx16*, is expressed (Figures 2A and 2C). ChIP-qPCR validation confirms Ta-specific binding at axial chorda mesoderm genes *col8a1a*, *dmd*, and *itga6* (Figure 2D). Thus, consistent with enrichment of distinct Ta peaks at functional chromatin marks (Figure 1E), these Ta-binding events seem to be cell type specific.

**Figure 2:**
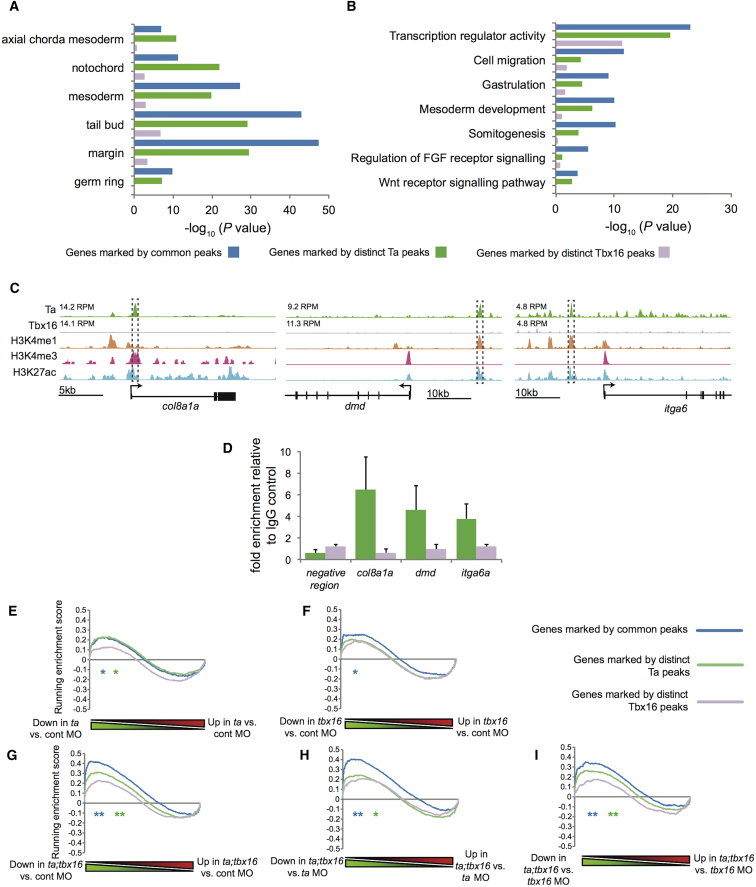
Ta and Tbx16 Show Cell-Type-Specific Binding Profiles and Redundantly Regulate Genes Showing Common Occupancy of Both Factors (A) Enrichment for target genes with distinct Ta, Tbx16, or common binding (as indicated in Figure 1B) expressed within cell types where *ta* and/or *tbx16* are expressed, as defined by the ZFIN database (http://www.zfin.org; Howe et al., 2013). Blue, common peaks; green, distinct Ta peaks; purple, distinct Tbx16 peaks. (B) Bar graph showing enrichment for Gene Ontology terms associated with target genes with distinct or common binding (as indicated in Figure 1B). (C) Stage-matched Ta, Tbx16, H3K4me1, H3K4me3, and H3K27ac and ChIP-seq profiles. Peak heights in RPM are indicated. Boxed regions indicate peaks used for ChIP-qPCR validation. (D) Ta (green) and Tbx16 (mauve) ChIP-qPCR validation of regions indicated in (C). Data are represented as mean ± SEM. (E–I) GSEA enrichment plots for comparison of target genes with distinct or common binding (as indicated in Figure 1B) with (E) *ta* KD relative to control; (F) *tbx16* KD relative to control; (G) *ta/tbx16* double KD relative to control; (H) *ta/tbx16* double KD relative to *ta* KD; (I) *ta/tbx16* double KD relative to *tbx16* KD. ^∗^Family-wise error rate (FWER) p ≤ 3 × 10^−2^; ^∗∗^FWER p ≤ 5 × 10^−4^.

To further investigate functional redundancy, we examined microarray data for single or double knockdown (KD) of Ta and Tbx16 by validated morpholino (MO) injection, at the same developmental stage as our ChIP-seq data (Garnett et al., 2009). As judged by gene set enrichment analysis (GSEA), Ta/Tbx16 occupancy is not highly correlated with changes in target gene expression upon loss of either TF alone (Figures 2E and 2F). However, common binding is significantly correlated with changes on combinatorial loss of both TFs (Figures 2G–2I). This suggests that, whereas changes in target gene expression occur on loss of each individual TF, leading to the known mutant phenotypes, loss of both TFs leads to greater reduction of a subset of genes with Ta/Tbx16 binding at the same CRMs. These data extend earlier conclusions (Garnett et al., 2009), suggesting that target gene expression is controlled through common rather than distinct CRMs.

### Ta and Tbx16, Together with Eomesa and Smad2, Cooperatively Control Expression of Key Endodermal Regulators

If co-expressed T-box TFs redundantly regulate a subset of targets via common CRMs, do Ta and Tbx16 share targets with Eomesa? We compared our Ta and Tbx16 ChIP-seq data with high-sphere stage (3.3–4 hpf) Eomesa and Smad2 ChIP-seq data (Nelson et al., 2014). Whereas these data are from a different developmental stage, they allowed us to test whether Ta/Tbx16/Eomesa ever occupy common CRMs. This revealed a subset of such sites, located near key genes regulating endoderm formation, such as *mixl1*, *foxh1*, and *foxa2* (Kikuchi et al., 2000, Nelson et al., 2014, Shin et al., 2008, Slagle et al., 2011; Figures 3A and 3B; Data S3). Ta and Tbx16 binding proximal to *foxh1* and *foxa2* correlates with functional chromatin marks at 80% epiboly (8.25 hpf; Figure 3B). *Mixl1* expression is restricted to earlier stages during endoderm specification (4–6 hpf; Kikuchi et al., 2000); hence, at 80% epiboly, *mixl1* lacks such chromatin marks (Figure 3B). However, we observe Tbx16 and Ta (as well as Eomesa and Smad2) binding by qPCR proximal to *mixl1* at 50% epiboly (5.3 hpf; Figure 3C), coincident with endoderm specification; thus, Ta and Tbx16 may positively regulate *mixl1* expression at this earlier stage.

**Figure 3:**
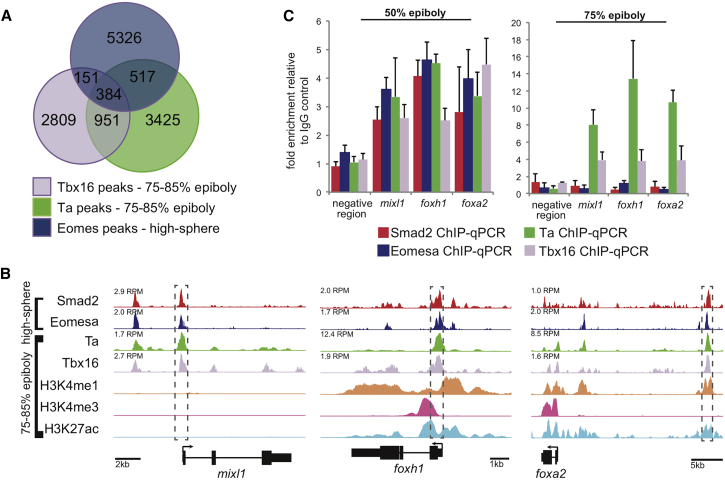
Comparison of Ta/Tbx16 Genomic Occupancy with Eomesa/Smad2 Reveals Direct Regulation of Endodermal Determinants prior to Gastrulation (A) Overlap of Ta and Tbx16 ChIP-seq peaks at 75%–85% epiboly (8–8.5 hpf) with Eomesa at high-sphere stage (3.3–4 hpf). (B) Smad2, Eomesa, Ta, Tbx16, H3K4me1, H3K4me3, and H3K27ac ChIP-seq peaks at indicated stages proximal to *mixl1*, *foxh1*, and *foxa2*. Peak heights in RPM are indicated. Boxed regions indicate peaks used for ChIP-qPCR validation. (C) ChIP-qPCR analysis of regions indicated in (B) at the indicated stages. Data are represented as mean ± SEM.

We also found Ta/Tbx16 binding proximal to *gata5* (Figure S2). To test whether Ta and Tbx16 are required for expression of *gata5*, *mixl1*, and their downstream target *sox32* (Bjornson et al., 2005), we examined *ta*, *tbx16*, and double morphants at 50% epiboly (5.3 hpf). Expression was weakly downregulated on *tbx16* KD and noticeably reduced on double KD (Figure 4A). Whole-mount in situ hybridization (WISH) revealed *sox32* expression was severely compromised in endoderm of double morphants, but not yolk syncytial layer (YSL), a region lacking *ta* and *tbx16* expression (Figure 4B). Thus, specification of endoderm progenitors requires both Ta and Tbx16, with Tbx16 having the greater effect.

**Figure 4:**
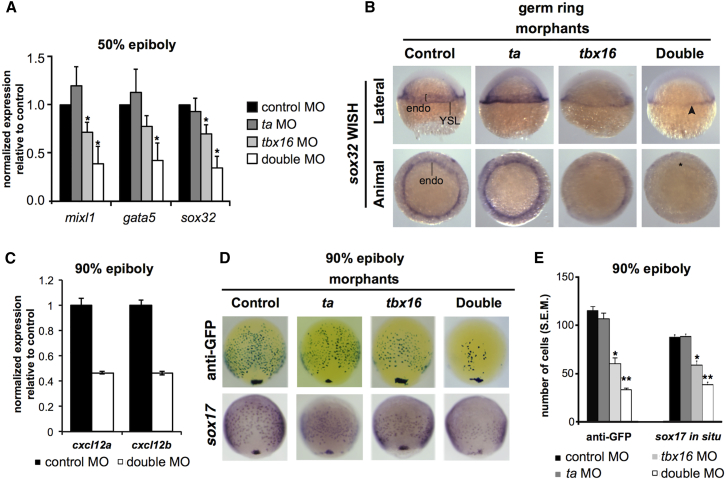
Loss of Ta and Tbx16 Leads to Downregulation of Endodermal Specifiers and Reduction of Endodermal Progenitors during Gastrulation (A) qPCR analysis of *mixl1*, *gata5*, and *sox32* at 50% epiboly (5.3 hpf) in single and double *ta/tbx16* morphants. All genes are significantly downregulated in double morphants; ^∗^p ≤ 5 × 10^−2^; Student’s t test. Data are represented as mean ± SEM. See also Figure S2. (B) WISH analysis of *sox32* in single and double morphants at germ ring stage (5.7 hpf). Arrowhead, YSL expression; ^∗^, loss of endoderm expression. (C) Microarray analysis at 90% epiboly (9 hpf) indicates downregulation of *cxcl12a/b*. Data are represented as mean ± SEM. (D) Immunological and WISH analysis of a *sox17*:*eGFP* transgene and endogenous *sox17* expression at 90% epiboly (9 hpf) in single and double morphants. (E) Cell numbers identified by immunostaining and WISH in (D). Cell numbers are representative of at least 20 embryos per condition. ^∗^p ≤ 1 × 10^−8^; ^∗∗^p ≤ 1 × 10^−20^; Student’s t test. Data are represented as mean ± SEM. See also Figure S3.

Mesoderm-expressed chemokines *cxcl12a/b* were downregulated on *ta*/*tbx16* KD at 75% epiboly (8 hpf; Garnett et al., 2009) and our microarray dataset at 90% epiboly (9 hpf; Figure 4C; Data S4), demonstrating both *cxcl12a/b* are targets of Ta and Tbx16 (Figure 1G; Data S1). Thus, Ta and Tbx16 also regulate cell-extrinsic signaling cues driving proliferation of endodermal progenitors.

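At 90% epiboly, the chemokine genes *cxcl12a* and *cxcl12b*, which encode ligands of the Cxcr4 receptors, had lower mean signals in double morphants, on all 8 of their array probes. The probe that stands for *cxcl12a* was at 0.575 ± 0.0512 of the control level (SD, n = 3), a log2 fold change of -0.79 (standard error 0.17), and missed the threshold over all features (adjusted p = 0.0522 from limma). Another *cxcl12a* probe fell to 0.464 of control, a log2 fold change of -1.1 (standard error 0.22, adjusted p = 0.0363 from limma). The remaining 2 gave -0.75 and -0.15 (adjusted p = 0.109 and 1 from limma). The probe that stands for *cxcl12b* was at 0.463 ± 0.0283 of control (SD, n = 3), a log2 fold change of -1.11 (standard error 0.30, adjusted p = 0.193 from limma). Its 3 other probes gave -1.31, -0.86 and -0.54, and none passed (adjusted p = 0.137, 0.407 and 0.894 from limma). Both genes belong to a list of 29 genes of chemokine signalling, guidance and adhesion, over which alone *cxcl12a* (adjusted p = 0.00179 from limma) and *cxcl12b* (adjusted p = 0.00859) were lower. That list was fixed after the paper's tables of these arrays had been seen. The receptor genes *cxcr4a* and *cxcr4b* did not pass over all features. *cxcr4a* had a log2 fold change of -0.07 (adjusted p = 1 from limma), while its 2 other probes gave 0.35 and 0.34 and did not pass either. *cxcr4b* had a log2 fold change of 0.86 (adjusted p = 0.341 from limma) and was higher when adjusted over the list alone (adjusted p = 0.0194). With array weights both genes passed (adjusted p = 0.00102 for *cxcl12a* and 0.00412 for *cxcl12b*), *cxcl12b* also on the arrays of this stage alone (adjusted p = 0.00605) and *cxcl12a* also with its probes averaged (adjusted p = 0.0385). *cxcl12a* passed without the first control MO sample of 90% epiboly (adjusted p = 0.0485) and without the first double morphant sample of shield (adjusted p = 0.0356). From the lower levels of both genes at 75% and 90% epiboly and the binding of Ta and Tbx16 nearby, the paper concludes that *cxcl12a* and *cxcl12b* are targets of both TFs.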

To evaluate endoderm expansion, we assayed expression of endoderm marker *sox17* at 90% epiboly (9 hpf). Immunodetection of a *sox17*:*eGFP* transgene and *sox17* WISH revealed endoderm cell numbers moderately reduced by *tbx16* KD and substantially reduced on *ta*/*tbx16* double KD (Figures 4D and 4E), strongly suggesting Ta and Tbx16 co-operatively promote both specification and expansion of the endoderm progenitor niche. In contrast, the *ta* paralog *tb* does not interact with *ta* in early endoderm formation because neither single nor *ta/tb* double KD significantly affected *sox17+* cell numbers at 90% epiboly (9 hpf; Figures S3A and S3B).

### Ta and Tbx16 Are Required for Correct Liver, Gut, and Pancreas Formation

If Ta and Tbx16 regulate endoderm specification and proliferation, we would expect gut and associated organs to form abnormally. Examination of *sox17*:*eGFP* at 24 hpf on double KD revealed the gut tube was severely compromised (Figure 5A), although pharyngeal endoderm remained intact. WISH analysis of broad endoderm (*foxa3*), pancreas (*ins*), and liver (*cp*) markers at 52–56 hpf revealed disordered liver and pancreas formation, such as laterality defects, in both *ta* and *tbx16* morphants (Amack et al., 2007, Danos and Yost, 1996), whereas Tbx16 morphants also display some loss of *ins* and *cp* expression. Double Ta/Tbx16 morphants, however, substantially lack *foxa3*, *ins*, and *cp* expression (Figures 5A and 5B). Double KD of Tb with Ta led to laterality defects (Figures S3C and S3D). Examination of *ta*^*+/−*^ and *tbx16*^*+/−*^ intercrosses revealed similar phenotypes to single Ta or Tbx16 morphants, whereas *ta*^*+/−*^;*tbx16*^*+/−*^ intercross embryos also gave phenotypes similar to Ta/Tbx16 double KD, at expected Mendelian ratios (Figures 5C–5E); thus, our observations are not artifacts of MO injection. Interestingly, intercrosses of *ta*^*+/−*^;*tbx16*^*+/−*^ with *tbx16*^*+/−*^ animals (*tbx16* enhanced) revealed that one wild-type *ta* allele is insufficient to rescue loss of *foxa3*, *cp*, and *ins* expression. In contrast, intercrosses of *ta*^*+/−*^;*tbx16*^*+/−*^ with *ta*^*+/−*^ animals (*ta* enhanced) that maintain a wild-type *tbx16* allele did not show significant loss of *ins* and *cp* expression, indicating Tbx16 has the greater influence on endoderm formation (Figures 5C–5E).

**Figure 5:**
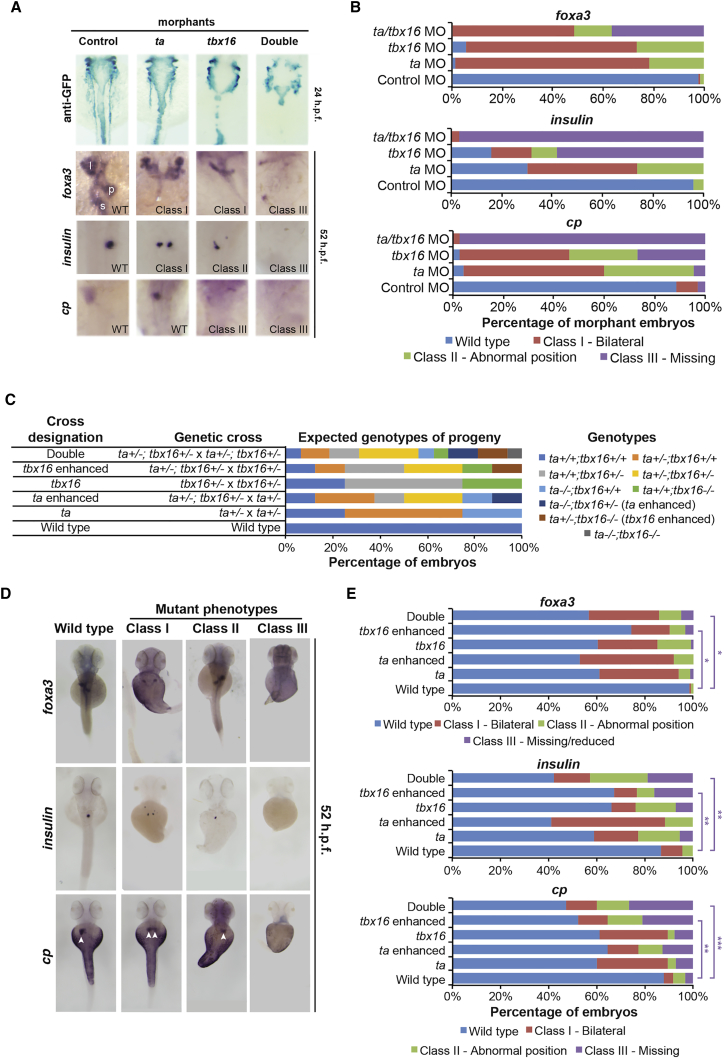
Ta and Tbx16 Are Redundantly Required for Liver, Pancreas, and Gut Development (A) GFP immunostaining in single and double morphant *sox17*:*eGFP* transgenic fish at 24 hpf and WISH analysis of broad endodermal organ marker *foxa3*, pancreas marker *ins*, and liver marker *cp* at 52–56 hpf in single and double morphants. l, liver; p, pancreas; s, stomach. Phenotypic classes as defined in (B) are indicated. (B) Percentage of KD embryos in each phenotypic class identified by WISH. Compare with Figure S3D. Graphs represent 19–124 embryos per group. (C) Genetic crosses and expected embryonic genotypes. *Ta*-enhanced (*ta*^*−/−*^;*tbx16*^*+/−*^) and *tbx16*-enhanced (*ta*^*+/−*^;*tbx16*^*−/−*^) genotypes are indicated. (D) Phenotypic classes of embryos from genetic crosses indicated in (C) identified by WISH. Arrowheads indicate liver *cp* staining. (E) Percentage of embryos in each phenotypic class from each genetic cross identified by WISH. Graphs represent 31–175 embryos per group. ^∗^p ≤ 3 × 10^−2^; ^∗∗^p ≤ 5 × 10^−3^; ^∗∗∗^p ≤ 1 × 10^−4^; all other comparisons with wild-type are not significant (p = 0.1–1); Fisher’s exact test. See also Figure S3.

We conclude that Ta and Tbx16 play essential roles in endoderm progenitors, acting cell-autonomously via Mixl1 and non-autonomously governing cell-extrinsic Cxcl12a/b signaling pathways. Moreover, Ta and Tbx16 are redundantly required for correct gut, liver, and pancreas formation.

### Mixl1 Acting Downstream of Ta and Tbx16 Governs Nodal/Smad Target Gene Expression

To understand how transcriptional programs downstream of Ta and Tbx16 control endoderm formation, we next investigated Mixl1 target genes during endoderm specification by ChIP-seq at 30%–50% epiboly (4.7–5.3 hpf; Figure S4). De novo motif analysis identified a sequence closely resembling the previously described consensus binding motif within our ChIP-seq peaks (Zhang et al., 2009; Figure 6A).

**Figure 6:**
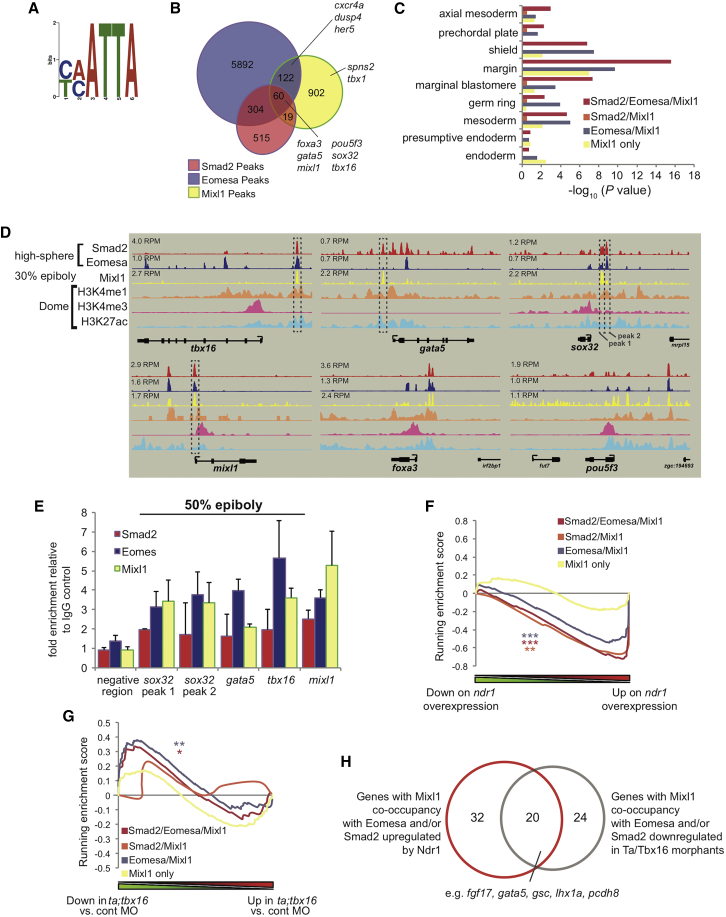
Mixl1 Occupies the Same Sites as Smad2 and Eomesa Proximal to Nodal-Responsive Endodermal Genes (A) Motif identified within Mixl1 ChIP-seq peaks using DREME; e = 2.7 × 10^−19^; p = 7.1 × 10^−24^. (B) Overlap of Eomesa and Smad2 ChIP-seq peaks at high-sphere stage (3.3–4 hpf) with Mixl1 peaks at 30%–50% epiboly (4.7–5.3 hpf). Endodermal regulators with occupancy of TFs are indicated. (C) Enrichment for genes with Eomesa and/or Smad2 and/or Mixl1 proximal binding (as indicated in B). The graph shows enrichment for cell types where *ndr1* and/or *ndr2* are expressed. (D) Smad2, Eomesa, Mixl1, H3K4me1, H3K4me3, and H3K27ac ChIP-seq at indicated stages proximal to *tbx16*, *gata5*, *sox32*, *mixl1*, *foxa3*, and *pou5f3*. Peak heights in reads per million (RPM) are indicated. Boxed regions indicate peaks used for ChIP-qPCR validation. (E) ChIP-qPCR analysis of regions indicated in (D) at 50% epiboly (5.3 hpf). Data are represented as mean ± SEM. (F and G) GSEA plots of genes with proximal binding of Mixl1 alone or at the same CRMs as Eomesa and/or Smad2 (defined and color-coded as in B) compared with microarray data: (F) changes in expression on *ndr1* overexpression in blastulae—Mixl1 binding with Eomesa and/or Smad2 is highly correlated with genes induced by Ndr1; (G) changes in expression on *ta/tbx16* KD at shield (6 hpf)—Mixl1 binding with Eomesa and Smad2 is highly correlated with downregulated genes. ^∗^FWER p ≤ 2 × 10^−2^; ^∗∗^FWER p ≤ 1 × 10^−3^; ^∗∗∗^FWER p ≤ 5 × 10^−4^. (H) Overlap of genes with occupancy of Mixl1 with Eomesa and/or Smad2 upregulated by Ndr1 (identified in F) or downregulated in Ta/Tbx16 morphants (identified in G). See also Figure S4.

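At shield, genes near sites bound by Mixl1 together with Eomesa, with or without Smad2, lay toward the end of the ranking that was lower in double morphants by permutation of genes, but not with an estimated correlation between genes (camera, 0.105 with Smad2 and 0.206 without). Mixl1 is a homeodomain TF of mesendoderm, Eomesa a maternally supplied T-box TF and Smad2 an effector of Nodal signaling. The 40 measured genes with Mixl1, Smad2 and Eomesa at the same site had an enrichment score of -0.49 (normalized -1.76, FWER p = 0.021 by permutation of genes), with 10 genes in the leading edge. Among these were *chrd*, which encodes a secreted Bmp antagonist, *gata5*, an endoderm regulator, *dusp6*, a feedback inhibitor of Fgf signaling, and *lhx1a*, a homeobox gene of the organizer. The 68 genes with Mixl1 and Eomesa had a score of -0.42 (normalized -1.66, FWER p = 0.0345 by permutation of genes), with 17 in the leading edge, among them the adhesion gene *cdh2* and the mesoderm genes *snai1a* and *ripply1*. The 10 genes with Mixl1 and Smad2, whose leading edge of 3 holds the organizer gene *gsc*, had a score of -0.57 (normalized -1.41, FWER p = 0.106 by permutation of genes). The 332 genes near a site of Mixl1 alone had a score of -0.30 (normalized -1.47, FWER p = 0.0875 by permutation of genes), so neither set passed. Some of these genes also lie near a shared site: *gata5* is in the set of all 3 TFs too, and *tle3a*, *insb*, *ripply1* and *cyp26a1* in the Eomesa set. Single genes past the threshold over all features were few: 1 lower in the set of all 3 TFs, 1 lower with Smad2, 3 lower and 1 higher with Eomesa, and 1 lower with Mixl1 alone. Genes were ranked by limma's statistic over 13276 genes, with 2000 permutations of genes and the family-wise error over the 4 sets, so the p-values take no account of correlation between genes. The values of camera are not adjusted over the 4 sets, and with an estimated correlation Mixl1 alone had p = 0.0281 (camera). Single samples of shield also decided calls: the set of all 3 TFs gave 0.0805 without control 3 and 0.06 without double morphant 1, the Eomesa set 0.259 and 0.064 without controls 1 and 3 and 0.112 and 0.0745 without double morphants 2 and 3, the Smad2 set 0.0175 without double morphant 2, and Mixl1 alone 0.0495 without control 2.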

We previously showed Smad2 and Eomesa bind CRMs proximal to Nodal-responsive genes (Nelson et al., 2014), and Mixl1 is known to physically interact with Smad2 at Nodal-responsive CRMs (Germain et al., 2000). Consistent with this, we observe Mixl1 occupancy at the same CRMs as Eomesa and Smad2 proximal to key regulators of endoderm formation (Figure 6B; Data S3). Targets with overlapping Eomesa, Smad2, and Mixl1 ChIP-seq peaks display expression domains co-localized with Nodal activity, further suggesting Mixl1 regulates similar Nodal targets to Eomesa/Smad2 (Figure 6C; Data S5). Moreover, common occupancy of Mixl1/Smad2/Eomesa at endoderm target genes is associated with functional chromatin marks at dome stage (4.3 hpf; Figure 6D). To confirm occupancy of Eomesa, Smad2, and Mixl1 at common target sites during endoderm specification, we performed ChIP-qPCR at 50% epiboly (5.3 hpf; Figure 6E). Comparison of our ChIP-seq data with microarray data on overexpression of the Nodal ligand *ndr1* in zebrafish blastulae (3.5–4 hpf; Nelson et al., 2014) revealed highly significant association between upregulated genes and binding of Mixl1 with Smad2 and/or Eomesa (Figure 6F). Genes with Mixl1 binding at the same CRMs as Eomesa and/or Smad2 are therefore induced by Ndr1, strongly suggesting Mixl1 co-operatively regulates Nodal target genes in association with Eomesa and Smad2. 

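At shield, *pcdh8*, *foxc1a* and *zic2a* fell in double morphants. *pcdh8* encodes the paraxial protocadherin of mesodermal cells, *foxc1a* a forkhead TF of paraxial mesoderm, and *zic2a* a zinc-finger TF of the early neural plate. Their log2 fold changes were -2.68 (standard error 0.30, adjusted p = 0.000461), -1.31 (standard error 0.26, adjusted p = 0.0407) and -1.18 (standard error 0.18, adjusted p = 0.00802), all from limma. They are 3 of the 17 measured genes of the paper's list of 20 Nodal-induced genes in Data S6, and none of the 17 passed in the other direction. All 17 had negative log2 fold changes, and adjusted over the list alone 8 were lower, the others being *chrd* (-0.67), *gata5* (-0.55), *cyp2y3* (-0.55), *efnb2a* (-0.51) and *dusp6* (-0.43). The organizer gene *gsc* and the Fgf ligand gene *fgf8a* each had a log2 fold change of -0.34 (standard errors 0.22 and 0.27) and passed neither way of adjusting (over all features, adjusted p = 0.706 and 0.771 from limma; for *gata5*, 0.455). *wnt8a*, a Wnt ligand gene of the margin that the list in Data S6 does not hold, had a log2 fold change of -1.17 (standard error 0.26, adjusted p = 0.0909 from limma; 0.0316 in a paired model with the replicate number as a block). As a group the 17 genes were lower (camera, adjusted p = 2.93e-14; adjusted p = 0.000376 with an estimated correlation), with a median of -0.47. The study took this list from the leading edge of its own ranking of these arrays, so neither its direction nor its count is independent evidence. *foxc1a* lost its call when any of 10 of the 12 arrays was left out (adjusted p of 0.0528 to 0.155), the exceptions being the second control and the first double morphant sample of shield.

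**Figure D2:**
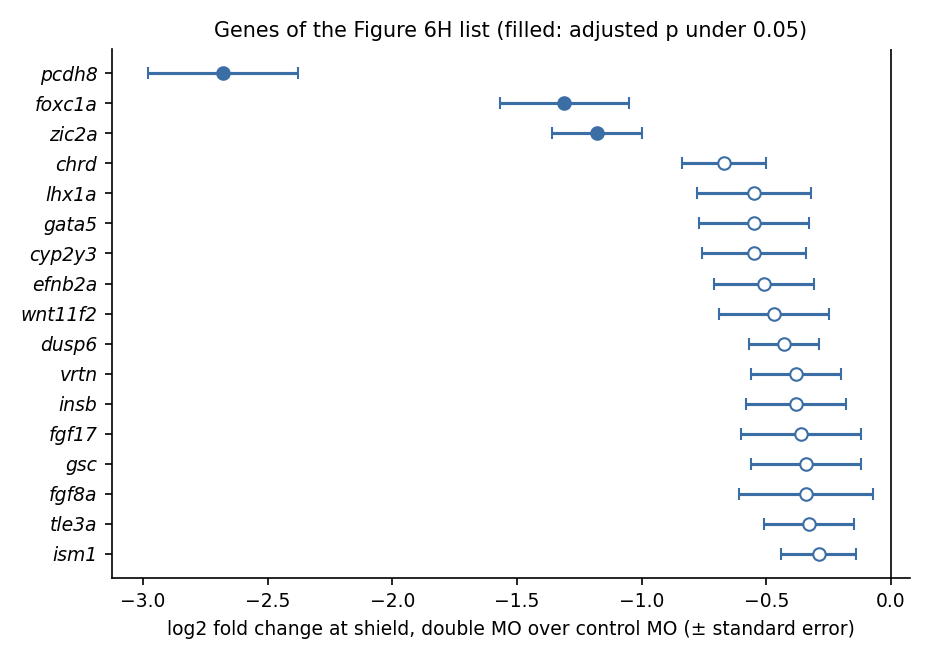
Log2 fold change at shield, double MO over control MO (x axis, with its standard error), of the 17 measured genes of the Figure 6H list (y axis). Filled points have an adjusted p under 0.05, and all 17 lie left of 0, from -2.68 for *pcdh8* to -0.29 for *ism1*.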

Intriguingly, 20 Ndr1-induced genes with proximal Mixl1/Smad2/Eomesa binding, including *gata5*, *gsc*, *wnt8a*, and *fgf8a* were also downregulated on Ta/Tbx16 double KD at shield stage (6 hpf; Figures 6G and 6H; Data S6). This suggests Ta and Tbx16 influence a subset of Nodal targets and that this may be partially due to their regulation of *mixl1*.

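The signal of *mixl1* itself, a homeodomain TF of mesendoderm induced by Nodal (*bon* on the array), did not pass the test between double morphants and control MO embryos at shield. Its log2 level was 11.77 ± 0.47 in controls and 11.80 ± 0.46 in double morphants (SD, n = 3 each), a log2 fold change of 0.03 (standard error 0.26, adjusted p = 0.979 from limma). The 4 other probes of *mixl1* gave 0.02 to 0.21. Of 12 genes of the Nodal pathway, fixed before the data were examined but after the paper's tables were seen, 1 rose and none fell at shield, also when adjusted over the list alone. This was *gdf3*, which encodes a maternally supplied TGFβ ligand that acts with Nodal, with a log2 fold change of 1.80 (standard error 0.30, adjusted p = 0.014 from limma) and 1.34 on its other probe, which did not pass. The Nodal ligand genes *ndr1* and *ndr2* had log2 fold changes of 0.41 and -0.30 (adjusted p = 0.733 and 0.596 from limma), and the Nodal list as a group did not pass (camera, adjusted p = 0.15). *gdf3* did not pass without the second or the third double morphant sample of shield (adjusted p = 0.0615 and 0.0816), and the Nodal list was called as higher without the first (adjusted p = 0.0105). At a stage before shield, the paper reports lower *mixl1* in double morphants by qPCR, and binding of Ta and Tbx16 near the gene. That stage is not on these arrays, so the level of *mixl1* at shield does not test those results. The paper also lists genes that are induced by Ndr1, bound by Mixl1 and lower in double morphants. From these genes it proposes that Ta and Tbx16 act on a subset of Nodal targets, perhaps in part through *mixl1*.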

### Characterization of the Endodermal Gene Regulatory Network through Comparison of Mixl1, Smad2, Eomesa, Nanog, Mxtx2, and Pou5f3 Occupancy

Because TFs Nanog, Mxtx2, and Pou5f3 also play known roles in endoderm formation in the blastula embryo (Lunde et al., 2004, Reim et al., 2004, Xu et al., 2012), we compared our Mixl1, Smad2, and Eomesa ChIP-seq data with that for Nanog, Mxtx2 (both 3.3 and 4.3 hpf), and Pou5f3 (5 hpf; Leichsenring et al., 2013, Xu et al., 2012). At high stage (3.3 hpf), although only a minority of Nanog peaks overlap with Smad2 and/or Eomesa, we found these common ChIP-seq peaks proximal to key endodermal regulators, such as *ndr1*, *gata5*, *sox32*, and *tbx16* (Figure 7A). Similarly, at dome-50% epiboly (4.3–5 hpf), despite limited Nanog, Mxtx2, Pou5f3, and Mixl1 peak overlap, these TFs display common binding at CRMs proximal to key endodermal regulators (Figure 7B; Data S7). Importantly, genes exhibiting proximal binding of multiple TFs were highly enriched for relevant developmental functions and expression patterns. Genes with proximal binding of individual TFs alone were notably less enriched for such terms (Figures S5 and S6), strongly suggesting that these four TFs perform their developmental roles in combination (Data S5 and S7).

**Figure 7:**
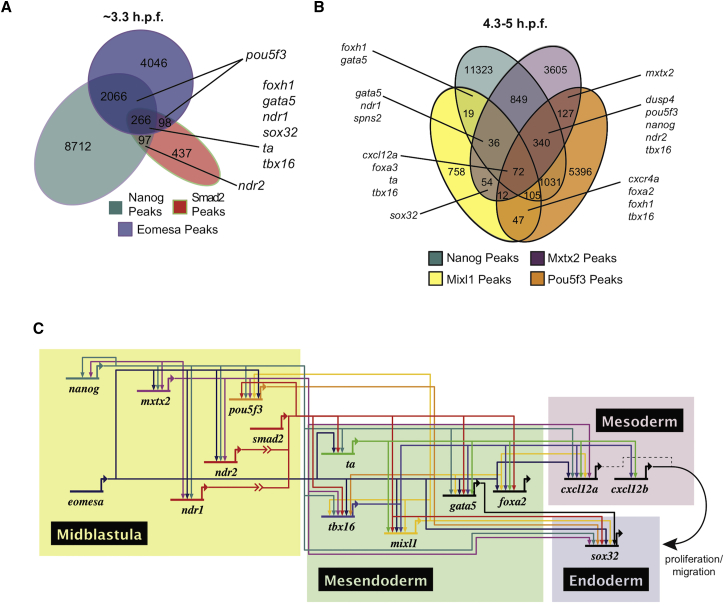
Nanog, Mxtx2, and Pou5f3 Occupy Sites Bound by Mixl1/Smad2/Eomesa Proximal to Key Endodermal Regulators (A) Overlap of Nanog, Smad2, and Eomesa ChIP-seq peaks at high stage (3.3 hpf). Endodermal regulators with occupancy of TFs are indicated. (B) Overlap of Nanog, Mxtx2, Pou5f3, and Mixl1 ChIP-seq peaks at 4.3–5 hpf. Endodermal regulators with occupancy of TFs are indicated. (C) A GRN for endoderm formation informed by this study. Links within the network represent binding identified by ChIP plus expression change in this or cited studies. Illustrated boxes contain the following: “midblastula”—factors implicated in mesendoderm induction, a subset of which are maternally contributed; “mesendoderm”—TFs induced at the margin between onset of zygotic transcription and gastrulation, promoting endoderm formation; “endoderm”—master regulator of zebrafish endoderm formation Sox32, which ensures endoderm fate specification; and “mesoderm”—secreted chemokines induced in at the margin and expressed by mesoderm to promote endoderm proliferation and migration. ≫ indicates ligand-receptor binding, leading to Smad2 activation. Dotted line indicates the reported minor influence of Cxcl12a compared with Cxcl12b (Boldajipour et al., 2011). See also Figures S5 and S6.

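Of the 15 measured genes of the paper's endoderm network, *cxcl12b* fell and *tbxta* rose in double morphants at shield, and *tbxta* alone passed, as higher, at 90% epiboly, in the fit of all 12 arrays without a block. Adjusted over the list alone, *foxa2*, a forkhead TF of endoderm and axial mesoderm, was also lower at shield, with a log2 fold change of -0.96 (standard error 0.30, adjusted p = 0.309 over all features from limma; 0.0268 in a paired model with the replicate number as a block). At 90% epiboly, adjusted over the list alone, *cxcl12a*, *cxcl12b* and *ndr2* were lower and *tbxta*, *eomesa* and *mixl1* were higher. *mixl1* had a log2 fold change of 0.87 at that stage (standard error 0.26, adjusted p = 0.323 from limma) and *eomesa*, the T-box gene acting upstream of endoderm, of 0.59 (standard error 0.19, adjusted p = 0.385 from limma). *sox32*, the Sox gene required for endoderm, had log2 fold changes of -0.14 at shield and -0.11 at 90% epiboly (adjusted p = 0.889 and 1 from limma), and *gata5* was at -0.14 at 90% epiboly (adjusted p = 1 from limma). The maternal TF genes *nanog* and *pou5f3*, *mxtx2*, a TF gene of the yolk syncytial layer, and the Nodal effector gene *smad2* did not pass in that fit at either stage, with log2 fold changes at shield of 0.46, 0.11, -0.15 and 0.22 and at 90% epiboly of 0.95, 0.51, 0 and -0.45. As a group the 15 genes, which went both ways, did not pass at shield (camera, adjusted p = 0.774, with a mean of -0.07 and a median of 0.03) or at 90% epiboly (adjusted p = 0.428, with a mean of 0.13 and a median of 0). At stages before shield, the paper reports lower *sox32* and *gata5* in double morphants by qPCR. By in situ hybridization it reports *sox32* strongly reduced in endoderm but not in the yolk syncytial layer. Those stages are not on these arrays, and whole embryos hold both tissues, so the levels of *sox32* and *gata5* here do not test those results.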

Our analyses suggest the transcriptional processes underlying endoderm formation are complex, requiring coordinated temporal regulation of vital target genes by combinations of numerous TFs. An updated gene regulatory network (GRN) for endoderm formation incorporating this study is in Figure 7C.

## Discussion

The combinatorial requirement for Ta and Tbx16 in trunk and tail mesoderm formation has been known for 15 years (Amacher et al., 2002). Here, we report their redundant role in endoderm formation. Through characterizing genome-wide binding profiles of these TFs, we have identified a set of common target CRMs and regulated genes that can account for the action of Ta and Tbx16 in formation of mesoderm and endoderm. We find that Ta and Tbx16 bind and regulate *mixl1* expression, which is required for endoderm formation (mutated in *bonnie and clyde*; Kikuchi et al., 2000), suggesting that Ta and Tbx16 influence endoderm formation via Mixl1. To better understand how Mixl1 controls endoderm formation, we profiled its genomic binding and integrated these data with existing Eomesa, Smad2, Nanog, Mxtx2, and Pou5f3 early embryo datasets to present an augmented GRN for zebrafish endoderm formation.

### High-Affinity Binding of Ta and Tbx16 at Functional CRMs

Our data show that Ta and Tbx16 are able to bind a subset of the same CRMs. These common peaks are enriched for low numbers of consensus T-box motifs overlapping functional chromatin marks and are correlated with genes that mediate Ta and Tbx16 function. Conversely, CRMs bound by either Ta or Tbx16 only (distinct peaks) contain AC-rich sequences, as do common peaks that do not overlap functional chromatin. Previous work suggests that T-box TFs bind AC-rich sites with low affinity but the consensus site with high affinity (Evans et al., 2012). Our data therefore support the idea that the high-affinity sites are more efficiently bound and are important in targeting T-box TFs to functional CRMs.

Although Ta and Tbx16 bind common CRMs in vivo, whether they simultaneously bind the same CRM in the same cells or bind independently is unclear. Whereas our whole-embryo ChIP data cannot distinguish between these two possibilities, our previous in vitro electromobility shift analysis of a CRM controlling *dlc* expression suggests that, although four spatially distinct T-box sites are present, the CRM is only occupied by Ta or Tbx16 individually (Jahangiri et al., 2012). Whether this is also the case in vivo or at other CRMs remains to be determined. However, we note some tissue-specific binding may be detected in our data because Ta, which is expressed in notochord, binds CRMs in the vicinity of notochord genes, whereas Tbx16, which is not expressed in the notochord, does not bind these regions.

### Ta and Tbx16 in Formation of Mesendoderm

Through comparison of our Ta/Tbx16-binding data with that of maternal T-box TF Eomesa, which is involved in mesoderm and endoderm formation, we discovered all three TFs bind an overlapping set of CRMs, including those associated with endodermal genes, such as *mixl1*. This led us to ask whether Ta and Tbx16 are also involved in endoderm formation. Indeed, we show that embryos with reduced Ta and Tbx16 activity have reduced *mixl1* expression, less endoderm at the end of gastrulation, and consequently fail to form a complete gut and associated organs, the pancreas and liver.

In zebrafish, mesendoderm formation requires Nodal signaling (Schier, 2009), whereas FGF is required for correct mesoderm formation, in part via activation of *ta* and *tbx16*, and by antagonizing endoderm formation through phosphorylation and inactivation of Sox32 (Poulain et al., 2006). Nodal signaling, which is mediated by Smad2, is active in the first five or six cell tiers of the margin in the blastula embryo, whereas FGF activity extends further (van Boxtel et al., 2015), leading to the idea that cells closest to the margin become endoderm due to high levels of Nodal signaling, whereas endoderm fate is repressed by FGF further from the margin. During mesendoderm formation, Eomesa interacts with Smad2 and other TFs, including its downstream target Mixl1, to activate endodermal CRMs, although the requirement for Eomesa to activate endodermal genes is transient (Du et al., 2012). In response to Nodal, *ta* and *tbx16* are induced at the margin, coincident with endodermal genes, such as *gata5* (Rodaway et al., 1999) and *mixl1*.

Our data suggest that this expression of *ta* and *tbx16* at the margin prior to gastrulation is key to establishing *sox32* expression via upstream regulators, including *mixl1*, thus locking down endoderm fate, whereas presence of Ta and Tbx16 in cell tiers further from the margin lacking phospho-Smad2 would be insufficient to promote endoderm fate. It is also tempting to speculate that, with downregulation of Eomesa activity during blastula stages (Bruce et al., 2003), Ta and Tbx16 may target Smad2 to CRMs promoting endoderm fate. Consistent with this, we show co-occupancy of Ta/Tbx16/Smad2 at such elements. This idea is also supported by the observation that Mixl1 overexpression can only induce endoderm at the margin (Bjornson et al., 2005), where Ta and Tbx16 are expressed.

At the onset of gastrulation, *ta* and *tbx16* (along with their target *mixl1*) are rapidly downregulated in endoderm. 

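At shield, the onset of gastrulation, *cxcl12b* fell in double morphants and *cxcl12a* did not pass the test. All 4 probes of *cxcl12b* passed. The one that stands for the gene was at 0.234 ± 0.111 of the control level (SD, n = 3), a log2 fold change of -2.12 (standard error 0.30, adjusted p = 0.00352 from limma). The others were at -1.90, -1.41 and -1.31 (adjusted p = 0.0185, 0.0438 and 0.0422 from limma). *cxcl12a* was at 0.978 ± 0.160 of control (SD, n = 3), a log2 fold change of -0.05 (standard error 0.17, adjusted p = 0.96 from limma), and its other probes gave 0.05 to 0.10. The difference between the stages itself did not pass for either gene: the change at 90% epiboly minus that at shield was -0.75 for *cxcl12a* and 1.01 for *cxcl12b* on the log2 scale (adjusted p = 0.866 and 1 from limma). With each stage fitted on its own arrays, *cxcl12b* at shield did not pass (adjusted p = 0.111), within a range of 0.000112 to 0.67 over all alternatives.

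**Figure D3:**
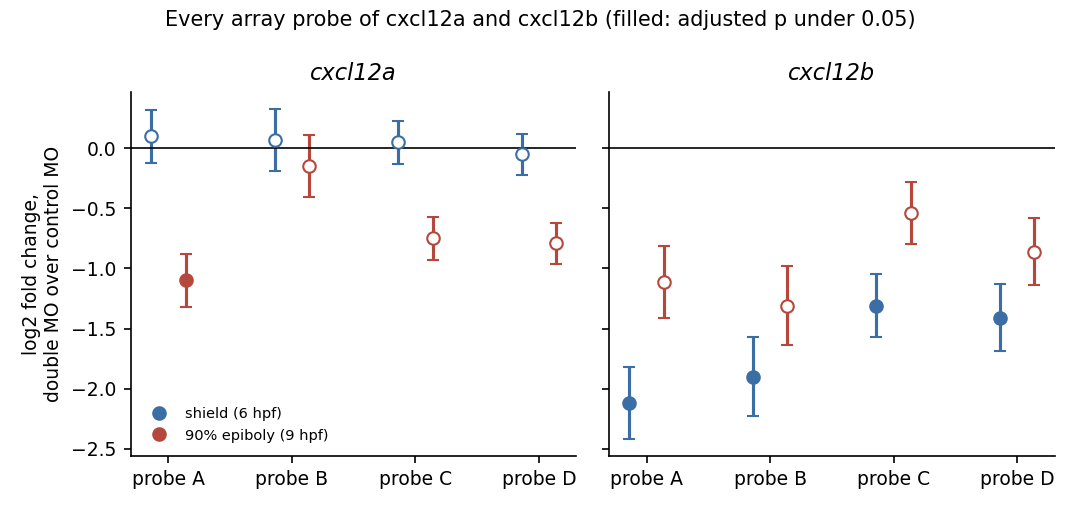
Log2 fold change, double MO over control MO (y axis, with its standard error), of each of the 4 array probes of *cxcl12a* and of *cxcl12b* (x axis) at shield and at 90% epiboly. Filled points have an adjusted p under 0.05: all 4 *cxcl12b* probes at shield and 1 *cxcl12a* probe at 90% epiboly.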

At this stage, they appear to act in mesoderm to control *cxcl12a/b* expression, thus non-autonomously promoting correct endoderm migration and proliferation. Downstream endoderm lineages are therefore likely lost in mutants due to a diminished endoderm progenitor pool.

The function of Ta/Tbx16 in mesoderm may be in part independent of Nodal because Smad2 is absent from mesodermal progenitors further from the margin but may instead rely on interaction with BMP-regulated Smads, such as Smad1 (Faial et al., 2015, Messenger et al., 2005), as well as Smad-independent mechanisms.

### Conserved and Divergent Functions for T-Box Factors

T is highly conserved in sequence and function across all vertebrates, being required for notochord and posterior mesoderm formation (Naiche et al., 2005). Although not required, a role for T in endoderm formation may also be conserved. During mammalian stem cell differentiation, cells expressing T go on to form either mesoderm or endoderm, and T has been implicated in endoderm formation in mouse and human in vitro through binding endodermal CRMs (Faial et al., 2015, Lolas et al., 2014). In addition, in the presence of Smad2, with which it physically interacts, T is able to induce endoderm markers in differentiating human cells (Faial et al., 2015).

A role in endoderm formation for *tbx16* orthologs may also be conserved. For instance, the *Xenopus* ortholog of *tbx16*, *vegt* (Griffin et al., 1998), is required for endoderm formation (Zhang et al., 1998). Despite VegT being maternally contributed and *eomes* zygotically expressed (Showell et al., 2004)—the opposite of zebrafish where Tbx16 is zygotic and Eomesa maternal—the importance of Tbx16 to zebrafish endoderm formation highlights a clear parallel with *Xenopus*.

In mouse, of all T-box TFs, Eomes alone is required for endoderm formation (Arnold et al., 2008). It is interesting to note that *tbx16* orthologs are present in teleost, amphibian, and avian species but lost in mammals (Ahn et al., 2012); thus, it is possible that a key difference between zebrafish/*Xenopus* and mammals may be an increased dependency on Eomes due to loss of Tbx16/VegT.

### An Augmented GRN for Zebrafish Endoderm Formation

Mixl1 is key to endoderm formation, with mutants failing to form the vast majority of endoderm (Kikuchi et al., 2000), though its direct target genes in zebrafish were unknown aside from *sox32* (Bjornson et al., 2005). We identified a panel of candidate Mixl1 target genes sufficient to explain the loss of endoderm in *mixl1* mutants, such as *pou5f3* and *gata5*, acting upstream of *sox32* (Kikuchi et al., 2001, Lunde et al., 2004), as well as *sox32* itself.

Previous understanding of the GRN controlling early zebrafish endoderm formation involved maternally contributed TFs, including Eomesa and Nanog, combining to induce YSL formation via Mxtx2, leading to Nodal production. Along with other maternal TFs, such as Pou5f3 and Smad2, they also control expression of key endoderm determinants, such as *gata5*, *mixl1*, and *sox32* in the emerging mesendoderm (Bjornson et al., 2005, Bruce et al., 2005, Dubrulle et al., 2015, Lunde et al., 2004, Reim et al., 2004, Xu et al., 2012). Combinations of these TFs positively regulate *sox32* expression, thus establishing endodermal fate. This study reveals roles for Ta and Tbx16 within this GRN, through regulation of *mixl1* and *cxcl12a/b*.

Intriguingly, our analyses also indicate that a subset of CRMs are bound by combinations of Eomesa, Smad2, Mixl1, Nanog, Mxtx2, and Pou5f3, including those proximal to other genes implicated in endoderm formation, such as *dusp4* (Brown et al., 2008), *cxcr4a* (Stückemann et al., 2012), and *spns2* (Osborne et al., 2008). It will be interesting to learn more about how these TFs collectively contribute to the function of the identified CRMs.

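Among the gene lists tested, that of the paraxial mesoderm, which forms the somites, had the lowest mean log2 fold change in double morphants at both stages. Of 17 measured genes of paraxial mesoderm and the somite clock, 8 fell at shield and 9 at 90% epiboly, and none rose at either stage (9 and 13 lower when adjusted over the list alone). *msgn1*, a bHLH TF that drives paraxial mesoderm differentiation, fell 21.1-fold at shield (standard error 0.15 on the log2 scale, adjusted p = 1.27e-09 from limma) and 47.8-fold at 90% epiboly (adjusted p = 8.85e-11 from limma), on all 5 of its probes. *tbx16l*, a T-box gene of paraxial mesoderm (*tbx6* on the array), fell 5.64-fold at shield (adjusted p = 1.2e-05 from limma) and 12.6-fold at 90% epiboly (adjusted p = 1.26e-07 from limma). *mespaa*, a bHLH TF of the anterior presomitic mesoderm, fell 12.0-fold at shield (adjusted p = 5.1e-07 from limma) and 6.06-fold at 90% epiboly (adjusted p = 1.32e-05 from limma). The clock genes *her1* and *her7*, which encode oscillating Hairy-related repressors, and *dldh* (deltaD, a Notch ligand gene; *dld* on the array) also fell at both stages, with log2 fold changes at shield of -2.61, -1.46 and -1.35 and at 90% epiboly of -2.06, -1.88 and -1.96. *tbx6* (*tbx24* on the array), the T-box gene mutated in *fused somites*, fell at 90% epiboly (log2 fold change -1.65, standard error 0.21, adjusted p = 0.000773 from limma) and did not pass at shield (-0.13, adjusted p = 0.903 from limma).

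The group was lower at shield (camera, adjusted p = 1.43e-19, and 0.000376 with an estimated correlation) and at 90% epiboly (adjusted p = 7.67e-37, and 6.02e-05 with an estimated correlation). The paper's tables of these arrays had been seen when the lists were fixed, so the lists may not be independent of these values. Of 14 genes of muscle and adaxial cells, 2 fell and none rose at 90% epiboly (3 lower when adjusted over the list alone), and none passed at shield. These were the muscle actin genes *actc1a*, with a log2 fold change of -2.33 (standard error 0.19, adjusted p = 7.61e-06 from limma), and *acta1b*, at -1 (standard error 0.16, adjusted p = 0.00644 from limma). As a group the muscle list was lower (camera, adjusted p = 0.00062; adjusted p = 0.0185 with an estimated correlation). Of 16 genes of the tailbud, *wnt8a*, with a log2 fold change of -1.94 (standard error 0.26, adjusted p = 0.00156 from limma), and *cdx4*, a caudal homeobox gene, at -1.66 (standard error 0.32, adjusted p = 0.0265 from limma), fell at 90% epiboly and *tbxta* rose (3 lower and 1 higher when adjusted over the list alone). The tailbud list was lower as a group (camera, adjusted p = 0.00106), a call lost with an estimated correlation (adjusted p = 0.0534 with an estimated correlation). *her1* and *cdx4* at 90% epiboly each lost the call when any of 5 of the 12 arrays was left out. These were all arrays of 90% epiboly but control 1 for *her1* (adjusted p of 0.0652 to 0.135) and all but double morphant 3 for *cdx4* (adjusted p of 0.0572 to 0.145).

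**Figure D4:**
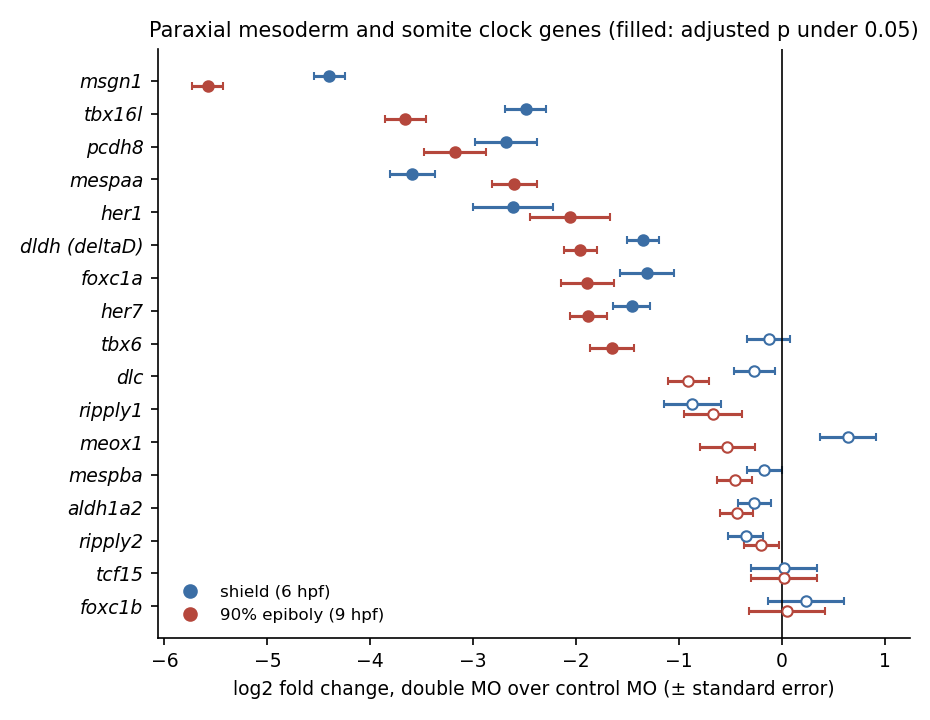
Log2 fold change, double MO over control MO (x axis, with its standard error), of the 17 measured genes of paraxial mesoderm and the somite clock (y axis) at shield and at 90% epiboly. Filled points have an adjusted p under 0.05: 8 genes at shield and 9 at 90% epiboly, all left of 0.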

Whereas this study focused on endoderm formation, Ta, Tbx16, and Mixl1 also have key functions in mesoderm formation, which are represented in our data. We therefore provide a rich resource for future study, as well as adding additional players to the story of endoderm formation.

## Experimental Procedures

Details of immunohistochemistry, in situ hybridization, qRT-PCR, ChIP-qPCR, and cell counting are provided in Supplemental Experimental Procedures.

### Animals

AB, *ta*^*b*195/+^, *tbx16*^*b*104/+^, and *ta*^*b*195/+^;*tbx16*^*b*104/+^ fish were reared as described (Westerfield, 2000). All zebrafish studies complied fully with the UK Animals (Scientific Procedures) Act 1986 as implemented by King’s College London.

### Morpholino Injection

One-cell stage embryos were injected with 0.5 pmol *tbx16* (Bisgrove et al., 2005) and 0.25 pmol *ta* (Feldman and Stemple, 2001), which recapitulate the mutant *ta* and *tbx16* phenotypes, respectively, or equivalent quantities of standard control MO (GeneTools).

### ChIP-Seq and Data Analysis

For ChIP-seq, two independent replicate experiments were performed using 5,000 embryos each at the indicated developmental stage as described (Nelson et al., 2014) using previously characterized anti-Ta (Morley et al., 2009, Schulte-Merker et al., 1992) and anti-Tbx16 antibodies (Amacher et al., 2002, Garnett et al., 2009, Jahangiri et al., 2012) or a commercial anti-Mixl1 antibody (Anaspec 55613; Figure S4). Reads were mapped to the Zv9 zebrafish genome with Bowtie (Langmead et al., 2009) in Galaxy (Giardine et al., 2005, Goecks et al., 2010) using default parameters with the exceptions: -y -m2 -k2 –best (Table S1). We therefore used a maximum of two acceptable alignments, ensuring that best possible alignments were identified. Peak calling, relative to matched input samples, was performed using MACS (Zhang et al., 2008) with the parameters: Ta – m-fold 10, p value 1e−8; Tbx16 – m-fold 10, p value 1e−4; and Mixl1 – m-fold 10, p value 1e−5. For Ta ChIP-seq, one replicate gave lower signal-to-noise ratio. We therefore used the stronger replicate for further analyses. Key peak were validated by ChIP-qPCR (Figures 1H, 2D, and 3C). Peaks identified in both replicates are indicated in Data S1.

Histone ChIP-seq data were downloaded from NCBI GEO: GSE32483, mapped to the Zv9 genome as above, and peaks called using default MACS parameters with one exception (m-fold 20).

Other ChIP-seq data were downloaded from GEO: Nanog and Mxtx2, GEO: GSE34683; Pou5f3, GEO: GSE39780; and Eomesa and Smad2, GEO: GSE51894.

Peaks were associated with genes by annotating the nearest transcription start site ± 100 kb. Functional annotation analysis was performed using DAVID (Huang et al., 2009a, Huang et al., 2009b). De novo motif discovery was performed using Weeder (Pavesi et al., 2006) for Ta and Tbx16 peaks and DREME (Bailey, 2011) for Mixl1.

### Microarray Experiments

Data for morphant embryos were generated at shield (6 hpf) and 90% epiboly (9 hpf) using Agilent Zebrafish Gene Expression Microarrays (V3) and analyzed as previously described (Nelson et al., 2014). Microarray data for control, *ta*, *tbx16*, and *ta*;*tbx16* double morphants at 75% epiboly (8 hpf; Garnett et al., 2009) were downloaded from GEO: GSE12857, cyclic loess normalized, and differential expression determined using the R package oneChannelGUI (Sanges et al., 2007). Data for *ndr1* overexpression in blastulae were previously described (Nelson et al., 2014; GEO: GSE51894).

For GSEA (Mootha et al., 2003, Subramanian et al., 2005), GSEA v2.2.2 was used applying 2,000 permutations to gene lists preranked on statistics obtained from microarray data analysis. To be sufficiently stringent when multiple gene sets were analyzed, the family-wise error rate (FWER) p value was used to establish significance.

### Statistical Analysis

Quantitative data, including expression levels and cell counts, are expressed as mean ± SEM. Differences between groups were compared with a two-tailed Student’s t distribution test. Differences in qualitatively scored phenotypes from mutant and wild-type matings or in knockdown experiments were compared using chi-square test. Differences in overlap of Ta and Tbx16 ChIP-seq peaks with histone marks were also compared using chi-square test. All tests were performed with a confidence level of 95%.

## Author Contributions

A.C.N. and F.C.W. conceived the study, performed the experiments, and wrote the manuscript; S.J.C., S.N.G., and I.D. performed the experiments; and D.L.S. participated in and facilitated acquisition of ChIP-seq data. All authors read and approved the final manuscript.

## Accession Numbers

The accession number for the microarray and ChIP-seq data reported in this paper is GEO: GSE84619.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Table S1

Data S1. Ta and Tbx16 ChIP-Seq Coordinates, Related to Figure 1 The nearest TSS ±100kb of each peak and associated gene descriptions and distance from the peak are provided, as well as whether each peak overlaps H3K4me1, H3K4me3 and H3K27ac ChIP-seq peaks from the Bogdanovic et al. (2012) dataset (relates to Figure 1).

Data S2. Anatomical and Functional Annotation Analysis of Genes Marked by Common and Distinct Ta and Tbx16 Peaks, Related to Figure 2

Data S3. Overlap of Ta and Tbx16 ChIP-Seq Peaks with Eomesa ChIP-Seq Peaks plus Mixl1 ChIP-Seq Peak Overlaps with Eomesa and Smad2 ChIP-Seq Peaks, Related to Figures 3 and 6 The nearest TSS ±100kb of each peak and associated gene descriptions are provided.

Data S4. Microarray Data Analysis of Wild-Type versus *ta*;*tbx16* Double Morphants at 90% Epiboly, Related to Figure 4

Data S5. Anatomical Annotation Analysis of Genes Marked by Mixl1 ChIP-Seq Peaks Overlapping Smad2 and/or Eomesa ChIP-Seq Peaks, Related to Figure 6 Also anatomical and functional annotation analysis of genes marked by Mixl1, Nanog, Mxtx2 and/or Pou5f3 related to Figures S5 and S6.

Data S6. Microarray Data Analysis of Wild-Type versus *ta*;*tbx16* Double Morphants at Shield Stage, and List of 20 Genes from Leading Edge Analysis Highlighted in Figure 6H

Data S7. Tables of Genomic Coordinates Occupied by Two or More of Eomesa, Mixl1, Mxtx2, Nanog, Pou5f3, and Smad2, Related to Figure 7 The nearest TSS ±100kb of each peak and associated gene descriptions are provided.

Document S2. Article plus Supplemental Information

# Supplementary material for: In Vivo Regulation of the Zebrafish Endoderm Progenitor Niche by T-Box Transcription Factors
**Source:** Cell Rep. 2017 Jun 27;19(13):2782–95. doi: 10.1016/j.celrep.2017.06.011
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Table S1

Cell Reports, Volume 19

Supplemental Information

In Vivo Regulation of the Zebrafish Endoderm

Progenitor Niche by T-Box Transcription Factors

Andrew C. Nelson, Stephen J. Cutty, Saule N. Gasiunas, Isabella Deplae, Derek L. Stemple, and Fiona C. Wardle

Supplemental Figures

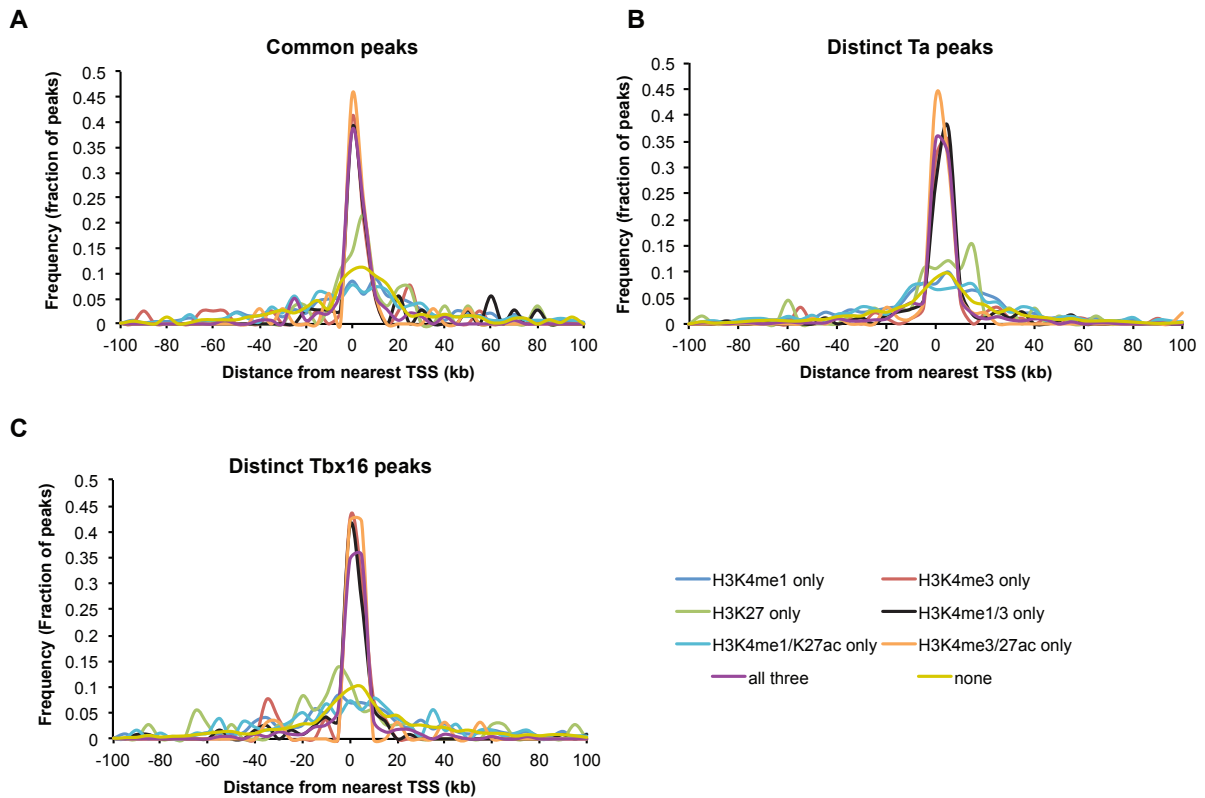

Figure S1 (relates to Figure 1). Distribution of Ta and Tbx16 peaks overlapping histone marks relative to the nearest TSS ± 100 kb.

(A-C) Graphs indicating the distribution of Ta/Tbx16 common and distinct peaks at each combination of histone marks as defined in Figure 1H. Though nearest TSS ± 100 kb were annotated the majority of peaks are markedly closer. As expected, Ta and Tbx16 ChIP-seq peaks overlapping H3K4me3 (putative promoters) tend to occur in close proximity to TSSs, while those overlapping H3K4me1 (putative enhancers) are more distant.

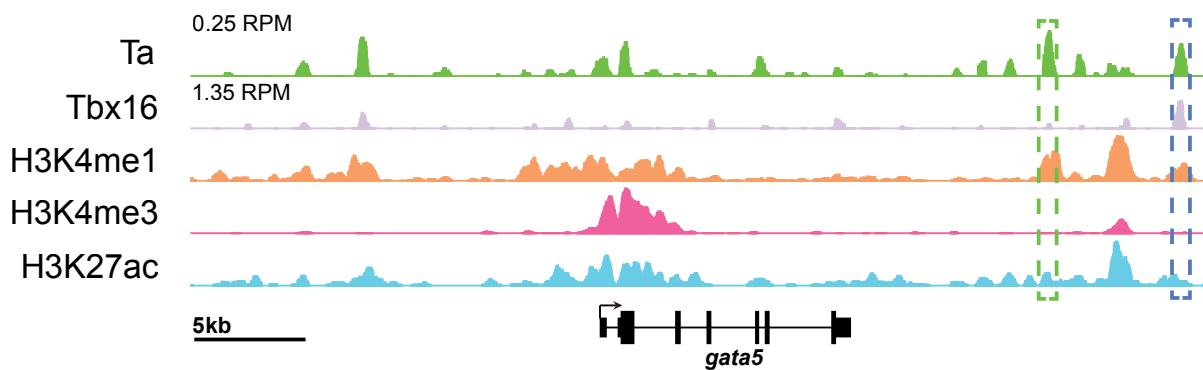

Figure S2 (relates to Figure 4). Endodermal regulator *gata5* exhibits proximal binding of Ta and Tbx16. Stage-matched Ta, Tbx16, H3K4me1, H3K4me3 and H3K27ac and ChIP-seq at the *gata5* locus. Peak heights in reads per million (RPM) are indicated. Common (blue box) and Distinct Ta (green box) peaks called as significant are indicated.

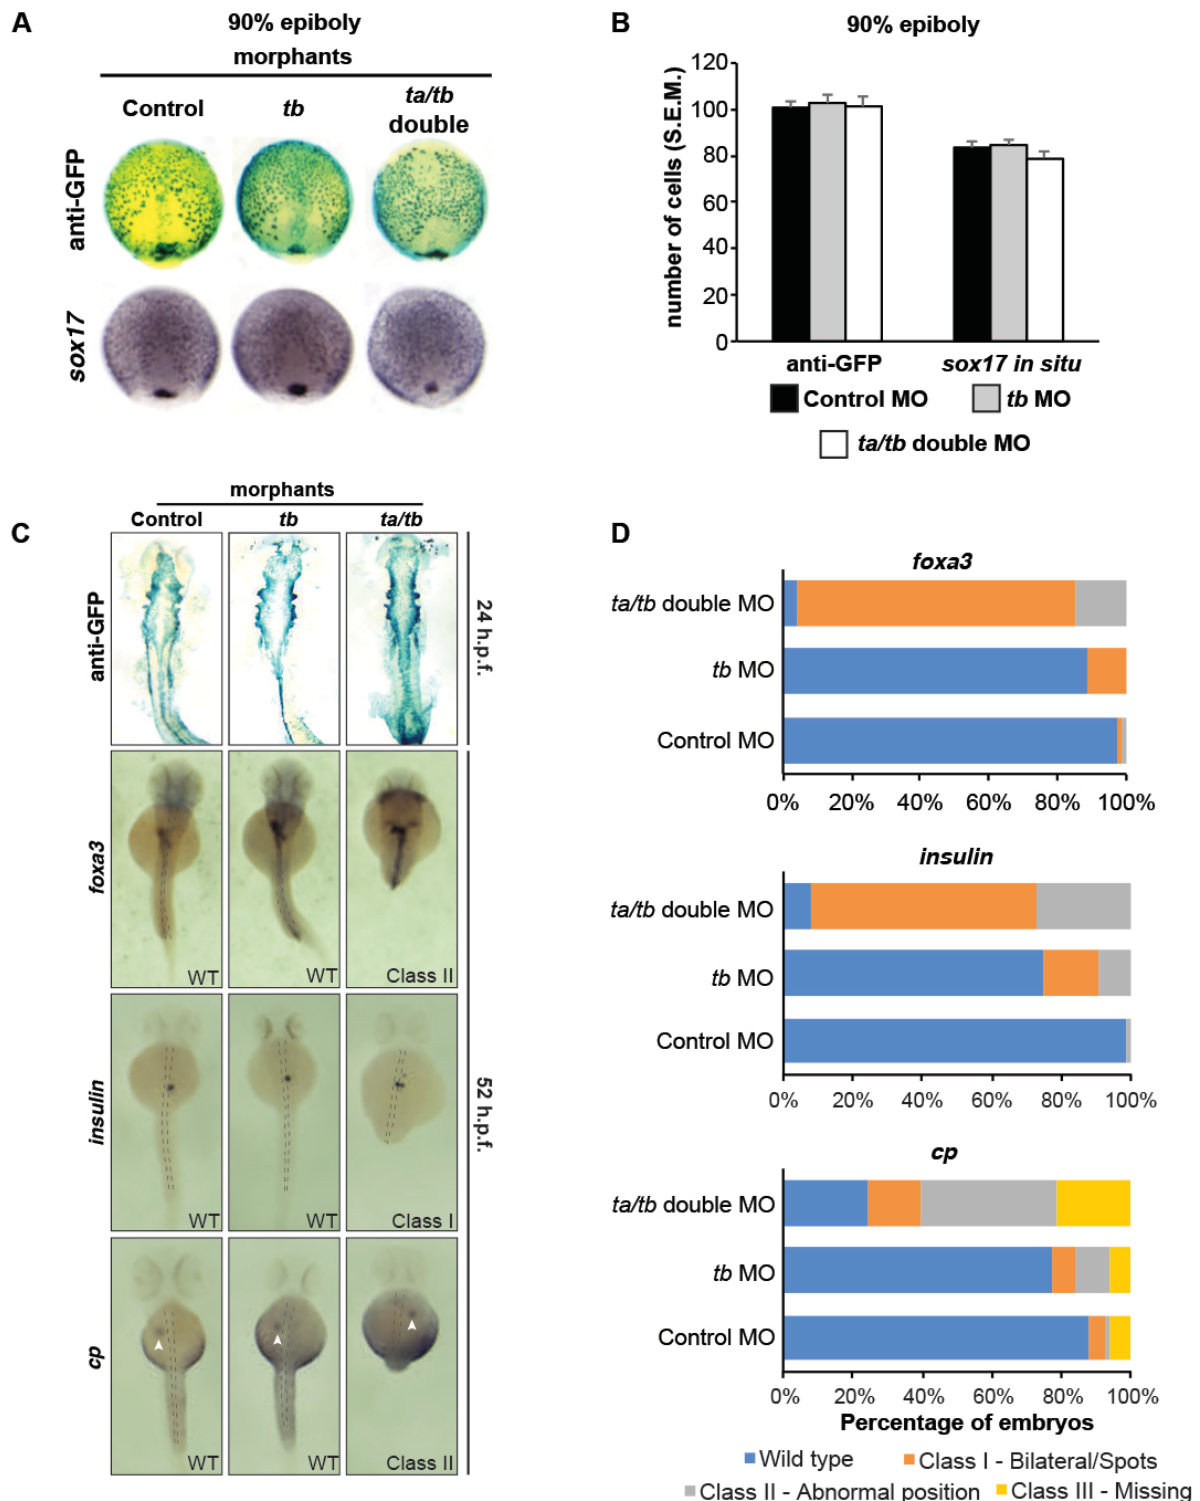

Figure S3 (relates to Figures 4 and 5). Morpholino knockdown of Brachyury homologue *Tb* does not substantially enhance the *Ta*-mediated effects on endoderm progenitor numbers at 90% epiboly, but does enhance downstream laterality defects. (A) Immunological and WISH analysis of a *sox17:eGFP* transgene and endogenous *sox17* expression at 90% epiboly (9 h.p.f.) in single and double morphants as indicated. (B) Quantification of cell numbers identified by immunostaining and WISH in panel A. Cell numbers are representative of at least 20 embryos per condition. (C) Anti-GFP immunostaining of flat-mounted *sox17:eGFP* embryos at 24 h.p.f. and WISH analysis of broad marker of endodermal organs *foxa3*, pancreas marker *ins* and liver marker *cp* at 52-56 h.p.f. in single and double morphants. Examples of phenotypic classifications are indicated. WT = wild type. Dashed lines indicate the midline. (D) Phenotypic quantification of morphant embryos from panel C experiment. Each group is representative of at least 30 embryos.

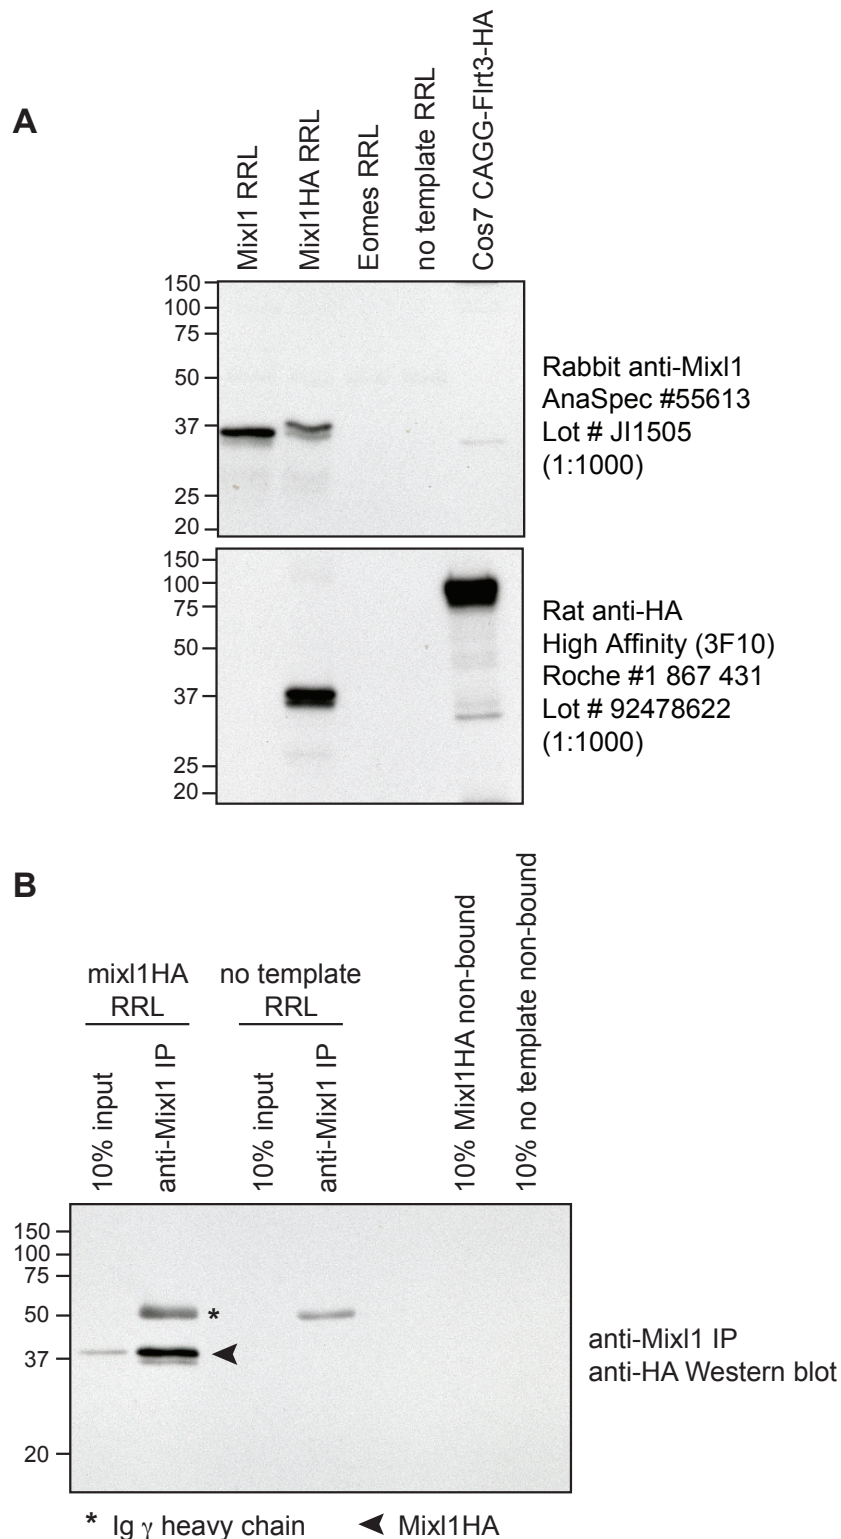

Figure S4 (relates to Figure 6). The rabbit polyclonal antibody used for anti-Mixl1 ChIP-seq recognizes Mixl1 protein in both Western blot and immunoprecipitation assays. (A) Western blot demonstrating that the anti-Mixl1 rabbit polyclonal antibody cleanly recognizes HA-tagged and untagged Mixl1 protein produced in rabbit reticulocyte lysate (RRL), whereas a rat anti-HA monoclonal antibody only recognizes HA-tagged proteins. Molecular weight standards in kDa are indicated. (B) Immunoprecipitation of Mixl1HA protein using anti-Mixl1 rabbit polyclonal antibody followed by anti-HA Western blot demonstrates that Mixl1 protein was efficiently captured.

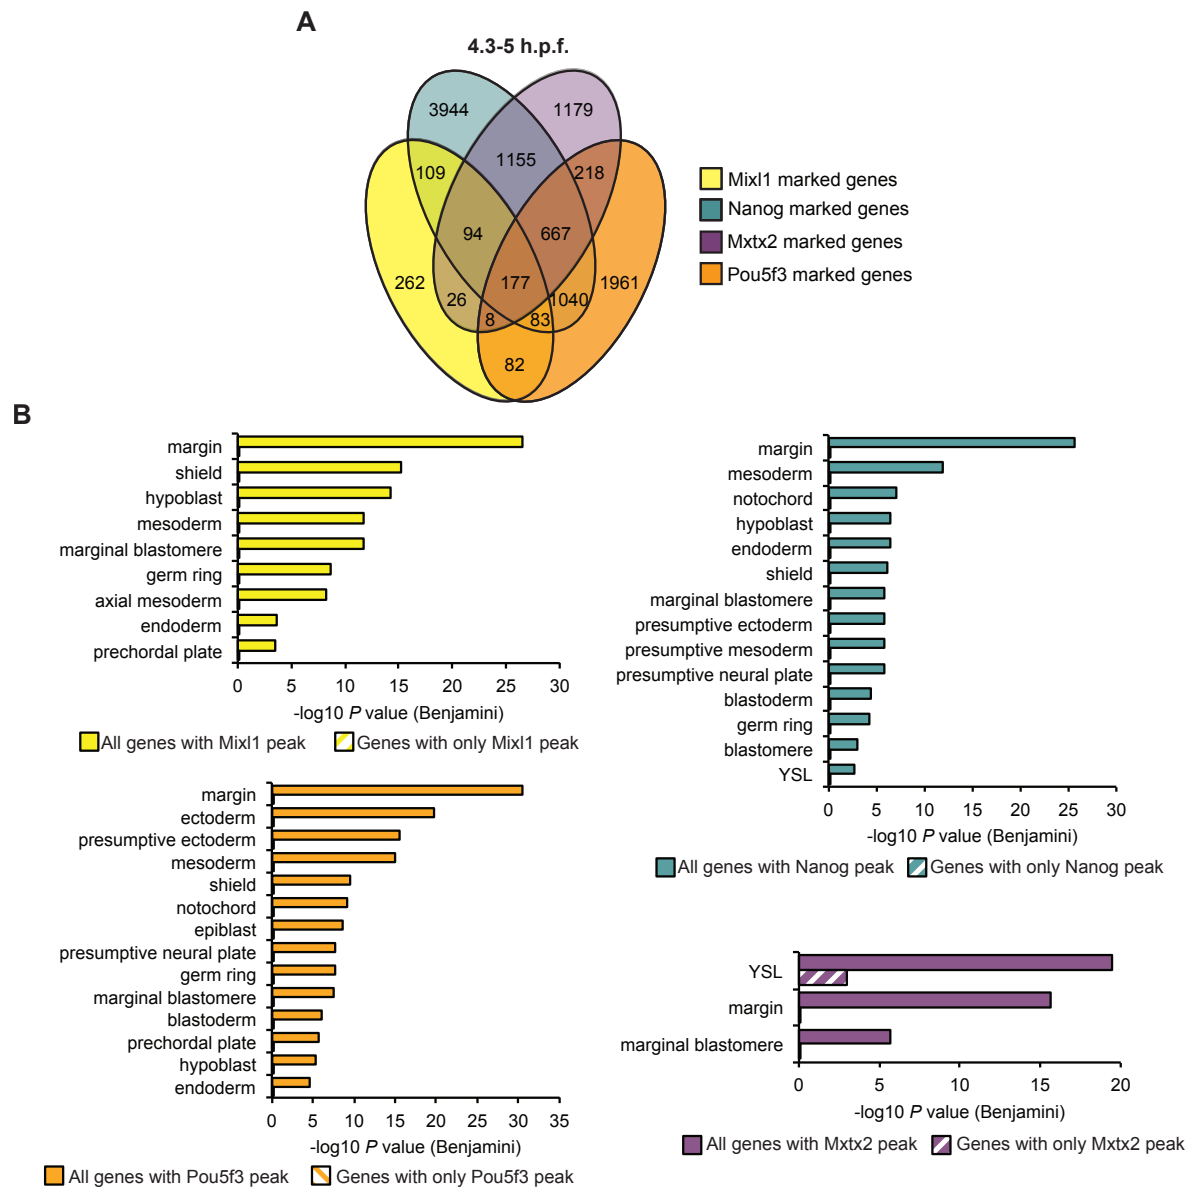

Figure S5 (relates to Figure 7). Common putative targets of Mixl1/Nanog/Mxtx2/Pou5f3 correlate with their expression patterns in the early embryo.

- (A) Venn diagram indicating the number of genes with binding of Mixl1, Nanog, Mxtx2 or Pou5f3 (nearest TSS ± 100 kb; different to Figure 7B which indicated the overlap between ChIP-seq peaks – this Venn diagram indicates number of genes marked by ChIP-seq peaks regardless of whether the peaks overlap). Note the lower proportion of genes marked by a single factor, compared with ChIP-seq peaks unique to a single factor. This is due to many genes displaying binding for multiple factors at different CRMs.
- (B) Anatomical enrichment analysis of total genes bound by each factor (nearest TSS ± 100 kb), or of genes bound by only each individual factor. Analysis was performed relative to anatomical expression patterns recorded in the ZFIN database using DAVID. The reported terms are for cell types/tissues where the factors are reported to be expressed, or which are known to be directly altered in loss-of-function mutants. Note that with the exception of Mxtx2, genes showing binding for individual factors alone are poorly enriched for anatomical terms. Mxtx2 alone shows binding at YSL genes as expected for this YSL expressed factor. This analysis suggests combinations of these four factors regulate their known cell type-specific functions. Tables of significant functional and anatomical terms are in Data S5.

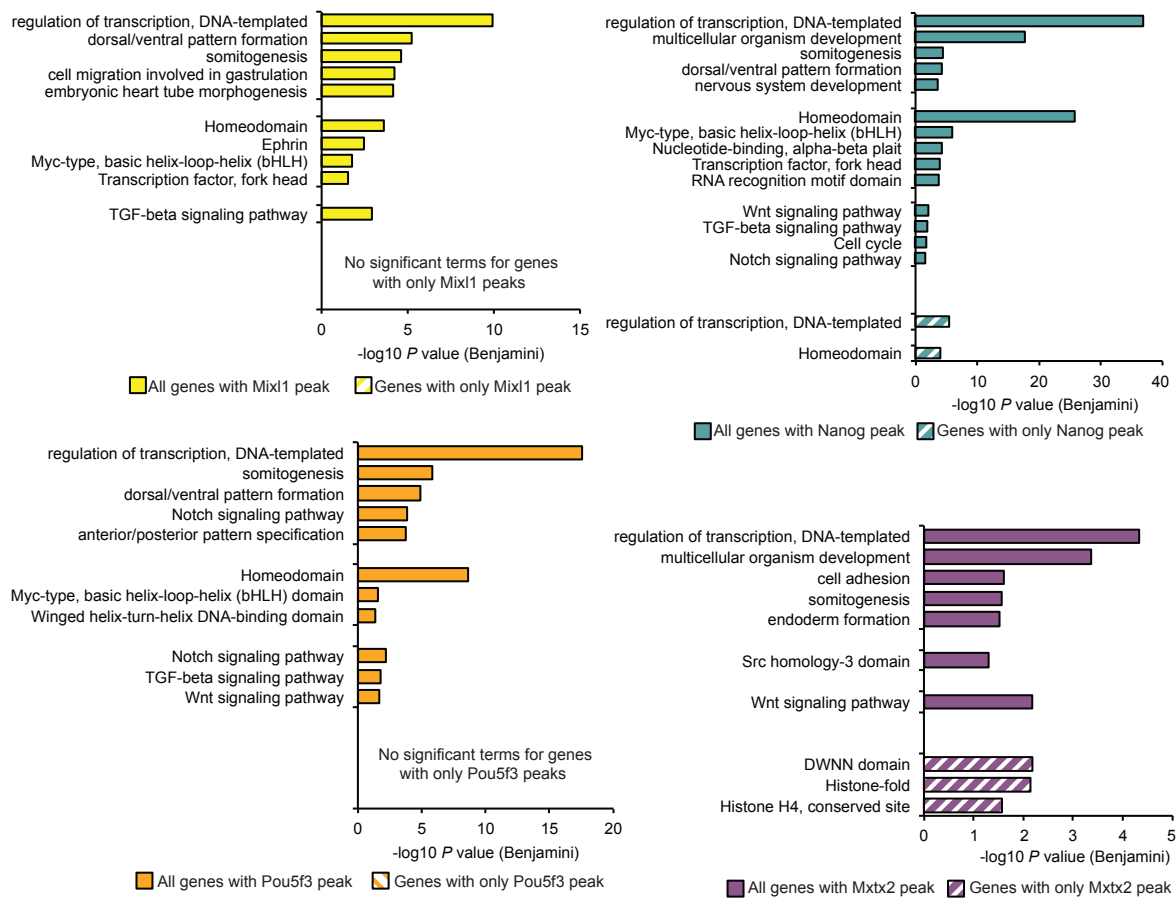

Figure S6 (relates to Figure 7). Genes with binding of individual factors show poor enrichment for functional annotation terms.

Reported for each of Mixl1, Nanog, Pou5f3 and Mxtx2 are the five most significant (fewer if fewer significant terms) non-redundant Gene Ontology Biological Process, InterPro and KEGG Pathway terms significantly enriched amongst genes with ChIP-seq peaks (nearest TSS ± 100 kb). Note that with the exception of Mxtx2, genes showing binding for individual factors alone are poorly enriched for functional terms. This analysis strongly suggests that these factors act in combination to regulate their target genes in early development. Tables of significant functional and anatomical terms are in Data S5.

Factor	Stage	Sample	Read length	Total number of reads	Final number of mapped reads	Percentage of total
**Ta**	75-85%<br>epiboly	ChIP1	38	11,396,372	2,779,764	24.4
		ChIP2	38	25,406,256	6,021,884	23.7
		Input	38	10,690,296	2,692,914	25.2
**Tbx16**	75-85%<br>epiboly	ChIP1	38	31,622,398	6,957,583	22.0
		ChIP2	38	29,880,883	7,173,663	24.0
		Input	38	12,412,184	4,850,591	39.1
**Mixl1**	30-50%<br>epiboly	ChIP1	63	29,671,488	5,913,904	19.9
		ChIP2	63	239,043,044	7,984,896	3.3
		Input	63	107,848,351	10,018,032	9.3

Table S1 (relates to Figures 1-3 and 6-7). Summary of reads and mapping statistics for Ta, Tbx16 and Mixl1 ChIP-seq experiments.

Supplemental Data

Data S1. Ta and Tbx16 ChIP-seq coordinates. The nearest TSS ± 100 kb of each peak and associated gene descriptions and distance from the peak are provided, as well as whether each peak overlaps H3K4me1, H3K4me3 and H3K27ac ChIP-seq peaks from the Bogdanovic *et al.* (2012) dataset (relates to Figure 1).

Data S2. Anatomical and functional annotation analysis of genes marked by common and distinct Ta and Tbx16 peaks (relates to Figure 2).

Data S3. Overlap of Ta and Tbx16 ChIP-seq peaks with Eomesa ChIP-seq peaks, plus Mixl1 ChIP-seq peak overlaps with Eomesa and Smad2 ChIP-seq peaks (relates to Figures 3 and 6). The nearest TSS ± 100 kb of each peak and associated gene descriptions are provided.

Data S4. 

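At 90% epiboly, 229 features fell and 90 rose in double morphants (adjusted p under 0.05 from limma). By the feature that stands for each gene, 76 named genes fell and 29 rose (120 and 45 with any of their features). Beside *msgn1* and *tbx16l*, *rbm38*, which encodes an RNA-binding protein, fell by 3.67 on the log2 scale (standard error 0.21, adjusted p = 1.98e-07 from limma), and *pcdh8* had a log2 fold change of -3.18 (standard error 0.30, adjusted p = 4.38e-05 from limma). Among the genes that rose were *vldlr*, a receptor of the low-density lipoprotein receptor family, with a log2 fold change of 3.16 (standard error 0.19, adjusted p = 2.48e-07 from limma) and the same call on its 3 other probes, and the TGFβ ligand gene *gdf3*, also at 3.16 (standard error 0.30, adjusted p = 4.38e-05 from limma). *slc16a3b*, a lactate transporter gene, rose by 2.77 and *foxj1b*, a TF gene of motile cilia, by 2.26 (adjusted p = 7.23e-05 and 3.22e-05 from limma). The guidance gene *efnb2b* had a larger change on the probe that stands for it (-4.90), but that feature exchanged its level with one 84 or 85 positions away in the array's numbering and the other probe was at -0.90. The same exchange holds for 10 more of the genes that fell or rose most: *zgc:173721* (-4.29), *rab8a* (-4.09), *szl* (-3.65) and *pknox1.1* (-3.57), and *wnt9b* (5.25), *si:ch211-285f17.1* (4.93), *mapkapk2b* (4.50), *impa2* (3.84), *gpr34b* (3.65) and *adcy3a* (2.93). Of the rest, *tiprl* (-3.42) and *lrrc8db* (2.92) passed on 1 probe, with -0.20 and -0.28 to 0.01 on their others, and *mest* (5.04) has 1 probe. Without control 2 or double morphant 2 of this stage, 149 and 145 features fell and 73 and 72 rose, and *rab8a* lost its call (adjusted p = 0.051 to 0.0572). With array weights 661 features fell and 468 rose. A fit without exchanged features, chosen after the values were seen, called 179 as lower and 62 as higher.

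Several groups of genes were lower at this stage. Of 18 genes of the Notch pathway, 5 fell and none rose (8 lower and 1 higher when adjusted over the list alone), among them the receptor gene *notch2*, at -0.99 (standard error 0.18, adjusted p = 0.0194 from limma), and *her15.1*, at -1.43 (standard error 0.28, adjusted p = 0.0346 from limma). The other 3, *her1*, *her7* and *dldh*, are also in the paraxial list. Of the 29 genes of chemokine signalling, guidance and adhesion, 5 fell and none rose (11 lower and 1 higher when adjusted over the list alone): *pcdh8*, *p4ha2*, the exchanged *efnb2b*, the fibronectin gene *fn1b*, at -1.32 (standard error 0.25, adjusted p = 0.0249 from limma), and the collagen hydroxylase gene *p4ha1b*, at -1.33 (standard error 0.26, adjusted p = 0.0346 from limma). Without exchanged features this list was still lower (adjusted p = 1.13e-08). Of 18 genes of the Fgf pathway none passed over all features (4 lower when adjusted over the list alone), and the feedback inhibitor gene *spry2* was at -0.68 and the ligand gene *fgf17* at -0.98. The Notch, chemokine and Fgf lists were lower as groups (camera, adjusted p = 1.89e-05, 2.95e-11 and 0.000538), also with an estimated correlation (adjusted p = 0.0352, 0.00045 and 0.0185 with an estimated correlation). All lists were fixed after the paper's tables of these arrays had been seen, so they may not be independent of these values. The Notch list has a median of -0.04 against a mean of -0.45. Of 19 further genes that the paper names, *wnt8a* and the collagen prolyl hydroxylase gene *p4ha2* (-0.74, standard error 0.15, adjusted p = 0.0443 from limma) fell and none rose (5 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 0.000931, and 0.0185 with an estimated correlation). The others, *col8a1a*, *cp*, *cxcr4a*, *dlc*, *dmd*, *dusp4*, *etv4*, *eve1*, *fgf8a*, *foxa3*, *foxh1*, *her5*, *ins*, *itga6a*, *sox17*, *spns2* and *tbx1*, did not pass over all features. The Figure 6H genes, taken from shield arrays of the same experiment, had 3 that fell, *pcdh8*, *foxc1a* and *tle3a*, and none that rose (11 lower when adjusted over the list alone; camera, adjusted p = 3.79e-15). *p4ha2*, *tle3a* and *p4ha1b* lost the call without any 1 of 11, 9 and 7 of the 12 arrays (adjusted p of 0.0508 to 0.249, 0.0555 to 0.241 and 0.0527 to 0.184). *fn1b* and *notch2* did so without any 1 of 5 and 4 arrays of 90% epiboly (0.0889 to 0.142 and 0.0687 to 0.131), while *dlc* passed without double morphants 1 or 2 of shield (0.00994 and 0.0396) and *fgf17* without double morphant 1 (0.021).

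Other lists were called with the preset correlation and not with an estimated one; by fry the Nodal list was called (adjusted p = 0.0262) and the Wnt and *hox* lists were not (adjusted p = 0.117 and 0.142). Of 12 genes of the Nodal pathway, 3 rose and none fell (4 higher and 2 lower when adjusted over the list alone): *gdf3*, the Nodal co-receptor gene *tdgf1*, at 0.92 (standard error 0.18, adjusted p = 0.0272 from limma), and the receptor gene *acvr1ba*, at 0.89 (standard error 0.15, adjusted p = 0.0107 from limma). The Nodal list was higher as a group (camera, adjusted p = 0.00106; adjusted p = 0.159 with an estimated correlation). Of 20 genes of the Wnt pathway, *wnt8a* and the feedback inhibitor gene *axin2*, at -1.16 (standard error 0.21, adjusted p = 0.018 from limma), fell and none rose (7 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 0.0102, and adjusted p = 0.22 with an estimated correlation). Of 26 *hox* genes none passed (6 lower when adjusted over the list alone; camera, adjusted p = 0.00118, and adjusted p = 0.22 with an estimated correlation). *tdgf1*, *acvr1ba* and *axin2* lost the call without any 1 of 5, 4 and 4 arrays of 90% epiboly (adjusted p of 0.116 to 0.162, 0.0538 to 0.0705 and 0.0867 to 0.122). The Wnt and *hox* lists did so without control 3 of that stage (adjusted p = 0.061 and 0.0519), the Wnt list also without double morphant 1 (adjusted p = 0.056).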

Microarray data analysis of wild type vs. *ta;tbx16* double morphants at 90% epiboly (9 h.p.f.; relates to Figure 4).

Data S5. Anatomical annotation analysis of genes marked by Mixl1 ChIP-seq peaks overlapping Smad2 and/or Eomesa ChIP-seq peaks (relates to Figure 6). Also anatomical and functional annotation analysis of genes marked by Mixl1, Nanog, Mtx2 and/or Pou5f3 related to Figure S5-6.

Data S6. 

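At shield, 126 features fell and 93 rose in double morphants (219 at an adjusted p under 0.05 from limma). By the feature that stands for each gene, 35 named genes fell and 38 rose (55 and 56 with any of their features). Beside the paraxial mesoderm genes and *cxcl12b*, the guidance gene *efnb2b* fell by 1.55 on the log2 scale (standard error 0.16, adjusted p = 0.000228 from limma), with -2.04 on its other probe; the feature that stands for it exchanged its level at 90% epiboly only. *p4ha2*, a collagen prolyl hydroxylase gene, also fell by 1.55 (standard error 0.15, adjusted p = 0.000121 from limma), on all 3 of its probes, and *snai1a*, a zinc-finger TF gene of cell movement, by 0.87 (standard error 0.17, adjusted p = 0.0461 from limma). Of the genes that rose, *vldlr* had a log2 fold change of 2.48 (standard error 0.19, adjusted p = 5.24e-06 from limma), with 2.36 to 3.03 on its other probes, *foxj1b*, the TF gene of motile cilia, of 1.96 (standard error 0.21, adjusted p = 0.000259 from limma), and *slc16a3b*, the lactate transporter gene, of 1.81 (standard error 0.28, adjusted p = 0.00689 from limma). *hif1an*, which encodes a hydroxylase of hypoxia-inducible factor, rose by 1.69 (adjusted p = 0.0038 from limma), with 1.38 and the same call on its other probe. Further rises rest on 1 probe each: *shox*, a homeobox gene, at 1.71, and *ccn4a*, a matricellular protein gene, at 1.58, have no other (adjusted p = 0.000325 and 0.000279 from limma). *insm1b*, a zinc-finger TF gene of neuroendocrine cells, at 1.78, has another at 0.81, and *lyrm5a*, at 1.65, has others at -0.11 to 0.66, none of which passed (adjusted p = 0.00395 and 0.00846 from limma for the probes that stand for them). *slc6a22.2*, a transporter gene with 1 probe, rose by 1.75 (adjusted p = 0.0394 from limma), a call lost without any 1 of 11 arrays (0.0562 to 0.137). Among the features that stand for genes, the largest falls rest on single probes: *arrdc1b* at -9.04 and *prkg2* at -7.86 have no other probe, and *tgfbr2b* at -8.01 has another at -0.09. After these came *msgn1* (-4.40), which fell on all 5 of its probes. *txn2* at -3.74 exchanged its level with a feature 84 or 85 positions away. Of the features that fell at shield, 52 also fell at 90% epiboly, against 0.64 for independent lists, and of those that rose 21 also rose, against 0.19; none passed in opposite directions. With the replicate number as a block in a paired model the shield count was 333 (185 lower and 148 higher). A fit without exchanged features, chosen after the values were seen, called 111 as lower and 78 as higher. Without double morphant 3 of shield 104 features fell and 48 rose, and with probes averaged per gene 50 genes fell and 53 rose, so neither the number that rose nor the balance of directions was stable.

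Of the 29 genes of chemokine signalling, guidance and adhesion, 5 fell and none rose at shield (7 lower when adjusted over the list alone), and as a group they were lower (camera, adjusted p = 3.06e-10, and 0.000641 with an estimated correlation). The lists were fixed after the paper's tables of these arrays had been seen and may not be independent of these values. Of the 18 genes of the Notch pathway, 3 fell, the clock genes *her1*, *her7* and *dldh*, and none rose (4 lower when adjusted over the list alone; camera, adjusted p = 0.00944, and adjusted p = 0.221 with an estimated correlation). Of 12 heat shock and stress genes none passed over all features, and adjusted over the list alone the chaperone gene *dnajb1b*, at 1.03, and *xbp1*, a TF gene of the unfolded protein response, at 0.59, were higher (standard errors 0.27 and 0.18). The heat shock list was higher as a group (camera, adjusted p = 0.00405; adjusted p = 0.0805 with an estimated correlation), with positive log2 fold changes for 11 of 12 genes. Of 19 further genes that the paper names, *p4ha2* alone passed, as lower (3 lower when adjusted over the list alone; camera, adjusted p = 0.0337, and adjusted p = 0.108 with an estimated correlation). Left-out samples of shield ended the calls of the Notch list (adjusted p = 0.176 without control 1 and 0.171 without double morphant 3) and the heat shock list (0.0524 without double morphant 2). The call of the paper's further genes ended without control 1 (0.0655), control 3 (0.0666) or double morphant 3 (0.102) of shield, or control 1 of 90% epiboly (0.0583).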

Microarray data analysis of wild type vs. *ta;tbx16* double morphants at shield stage (6 h.p.f.), and list of 20 genes from leading edge analysis highlighted in Figure 6H.

Data S7. Tables of genomic coordinates occupied by two or more of Eomesa, Mixl1, Mtx2, Nanog, Pou5f3 and Smad2 (relates to Figure 7). The nearest TSS ± 100 kb of each peak and associated gene descriptions are provided.

Supplemental Experimental Procedures

RNA extraction, cDNA synthesis and qRT-PCR

Extraction of RNA, synthesis of cDNA and qPCR was performed as reported previously (Cutty et al., 2012). The primers used for qRT-PCR analysis are listed below:

gene	forward	reverse	reference
<i>sox32</i>	CCGTACATGCAAGAAGCAGA	ATCAAAGGTGGCATTGAG	
<i>mixl1</i>	ACCCAAAGGAACACGAACAG	AACAGGCGATGTGTTTAGGG	
<i>gata5</i>	AGAGACGGAACCGGACACTA	TCTCCTCCACAGTGTGTCG	

ChIP-qPCR analysis

ChIP-qPCR was performed on approximately 300 to 500 embryos at the indicated stages using 1ul anti-Mixl1 antibody (Anaspec 55613, lot number JI1505), 3ul anti-Ta antibody, 3ul anti-Tbx16 antibody, 3ul anti-Eomesa antibody, 0.5ug anti-Smad2 antibody (clone 31H15L4; Thermo Fisher Scientific) and normal rabbit IgG as described (Garnett et al., 2009; Jahangiri et al., 2012; Morley et al., 2009; Nelson et al., 2014). qPCR was carried out on a Mx3005P (Agilent Technologies, Santa Clara, CA, USA) using SYBR Green 1 Master kit (Roche Basel, Switzerland) according to the manufacturer's instructions. Values for each condition were calculated as a percentage of input and are presented as fold enrichment relative to the IgG control. Primer sequences were as follows:

gene	forward	reverse	reference
<i>col8a1a</i>	ATGGTGTCTTTGCATGCGTG	GCCTCTAATGGACGTCTGCT	
<i>p4ha2</i>	ACCCGACTGCTTCCTGTAA	GCTGTTCTGAAAAGCCGACT	
<i>etv4</i>	GTGGGAGTTGACTGAATGGC	AGGTGGGAGCTGGACTTTAC	
<i>eve1</i>	CCTCCAGAAAAGCTTTCTTCTCTAT	CAGAGGGAGGTGTAAATTGCTT	Morley et al., 2009
<i>itga6a</i>	TCACATTCTTCCGGCTTCCT	TGGCAGCTCGTATCTCTCTG	
<i>dmd</i>	TCGCATTGTCGAGAGTTCCA	CCCTCGCTGTACACATAGT	
<i>tbx16</i> peak	CAGAAAGCAAACCCCTCGAG	GCATGAATAGAGAGCCTGCTG	
<i>cxcl12b</i>	TCTGACACCTCACACATGCA	GCAGATTTGGGAGTTCAGCC	Nelson et al., 2014 (Eomes peak 3484)
<i>mixl1</i> peak	ATTAAACTCGCACACGAACCTT	CCTGAAATGAGTGGCTTTTCTT	Nelson et al., 2014 (Common Peak 187)
<i>foxh1</i>	TCTGCAGTCAAGGTGATGGT	CAGTCTGAGGGGTTGAGGAG	
<i>foxa2</i>	CCTGTGGCCCAATTGAAGAG	CCTGCGAGTGACTGCAATAC	
<i>sox32</i> peak 1	GCCCGTGTGTAGTGAGAGAT	AACTGCGCGACTATTTCTGA	
<i>sox32</i> peak 2	AATTGTGCGAAATGGCCAC	ACTACAGCACAGTCACACGT	
<i>gata5</i> peak	TAAGCCGTGTAACCATGCAG	TGATGTTGCGACCTGTGAAC	
Negative region (<i>rhod</i>)	GACTCCACACAATCTGCAACA T	ACCACCTACGCTAAAGAAACCA	Morley et al., 2009

Whole-mount immunostaining and *in situ* hybridization

Embryos fixed in 4% PFA were washed (wash buffer: Phosphate Buffered Saline (PBS); 1% DMSO; 0.1% Triton X-100), blocked (2% goat serum; 1% Bovine Serum Albumin (BSA) in wash buffer) for 1 hour at room temperature, rewashed and incubated with mouse monoclonal anti-GFP 3E6 IgG2a in wash buffer (A11120, Molecular Probes, 1:300 in block) overnight at 4°C. Embryos were rewashed, reblocked and incubated with Goat anti-mouse HRP- conjugate in wash buffer (Thermo Scientific diluted to 1µg/ml in block) for four hours at room temperature. Embryos were rewashed, developed using HistoGreen (Linaris) according to the manufacturer's instructions, rewashed, processed through a glycerol gradient and imaged on a Leica MZ16F dissecting

microscope. 24 h.p.f. were permeabilized with ice cold acetone for 7 minutes at -20°C prior to primary antibody incubation.

In situ hybridization was performed as described (Jowett and Lettice, 1994). Dioxygenin-labelled RNA probes for *sox32* (Alexander et al., 1999), *sox17* (Alexander and Stainier, 1999), *foxa3* (Odenthal and Nusslein-Volhard, 1998), *ins* (Milewski et al., 1998) and *cp* (Korzh et al., 2001) were produced as previously described.

Cell counting

Photographs of each embryo were taken from a dorsal perspective and using PowerPoint, sharpness was increased to 100% on each photograph to enhance contrast between stained cells and background. A grid was overlaid to ensure the orientation of the embryo was the same in each photograph, with the embryonic midline central on the grid and the dorsal forerunner cells located in the bottom central square, and the cells were manually counted.

Tb morpholino injection

0.5 pmol of *tb* translation blocking morpholino (GACAGTCACCGAGTCCATTCTATC; Martin and Kimelman, 2008) was injected with 0.25 pmol of the p53 translation blocking morpholino (GCGCCATTGCTTTGCAAGAATTG; Langheinrich et al., 2002) into one-cell stage embryos.

In vitro protein production and Western blot analyses

Mixl1 expression constructs were pCS2+ *mixl1*, pCS2+ *mixl1HA* and pCS2+ *Eomesodermin*. Plasmids were linearized using NotI. Linearized constructs were transcribed with SP6 polymerase to generate capped mRNA according to standard protocols. Capped mRNA for each protein was used to synthesize protein in rabbit reticulocyte lysate according to manufacturer's instructions (Promega). Reticulocyte lysates were subjected to SDS/PAGE on a 10% gel, then blotted to PVDF membrane (GE Healthcare) according to standard protocols. Membranes were blocked for 1 hour at room temperature in 5% skimmed milk powder in Tris buffered saline/0.1% Tween 20 (TBST), then incubated for 16 hours at 4°C in antibodies diluted in block as indicated in Figure S2. Blots were then washed extensively in TBST, incubated for 1 hour in either anti-rat or anti-rabbit HRP-conjugated antibodies (GE Healthcare), washed extensively in TBST before detection with Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare).

Immunoprecipitation

1μl of *in vitro* translated Mixl1HA protein was incubated for 16 hours with 1μg of anti-Mixl1 rabbit polyclonal antibody (Anaspec 55613, lot number J11505) and 15μl BSA-blocked Dynabeads Protein G (ThermoFisher) at 4 °C followed by extensive washing with RIPA buffer. Dynabeads were then boiled in 1x SDS sample buffer and eluate subjected to anti-HA Western blot analysis.

Supplemental References

- Alexander, J., Rothenberg, M., Henry, G.L., and Stainier, D.Y. (1999). *casanova* plays an early and essential role in endoderm formation in zebrafish. *Dev Biol* 215, 343-357.
- Alexander, J., and Stainier, D.Y. (1999). A molecular pathway leading to endoderm formation in zebrafish. *Curr Biol* 9, 1147-1157.
- Cutty, S.J., Fior, R., Henriques, P.M., Saude, L., and Wardle, F.C. (2012). Identification and expression analysis of two novel members of the Mesp family in zebrafish. *Int J Dev Biol* 56, 285-294.
- Korzh, S., Emelyanov, A., and Korzh, V. (2001). Developmental analysis of ceruloplasmin gene and liver formation in zebrafish. *Mech Dev* 103, 137-139.
- Langheinrich, U., Hennen, E., Stott, G., and Vacun, G. (2002). Zebrafish as a model organism for the identification and characterization of drugs and genes affecting p53 signaling. *Curr Biol* 12, 2023-2028.
- Milewski, W.M., Duguay, S.J., Chan, S.J., and Steiner, D.F. (1998). Conservation of PDX-1 structure, function, and expression in zebrafish. *Endocrinology* 139, 1440-1449.
- Odenthal, J., and Nusslein-Volhard, C. (1998). fork head domain genes in zebrafish. *Dev Genes Evol* 208, 245-258.

# Supplementary material for: In Vivo Regulation of the Zebrafish Endoderm Progenitor Niche by T-Box Transcription Factors
**Source:** Cell Rep. 2017 Jun 27;19(13):2782–95. doi: 10.1016/j.celrep.2017.06.011
**Supplement:** Document S2. Article plus Supplemental Information

Cell Reports

In Vivo Regulation of the Zebrafish Endoderm Progenitor Niche by T-Box Transcription Factors

Graphical Abstract

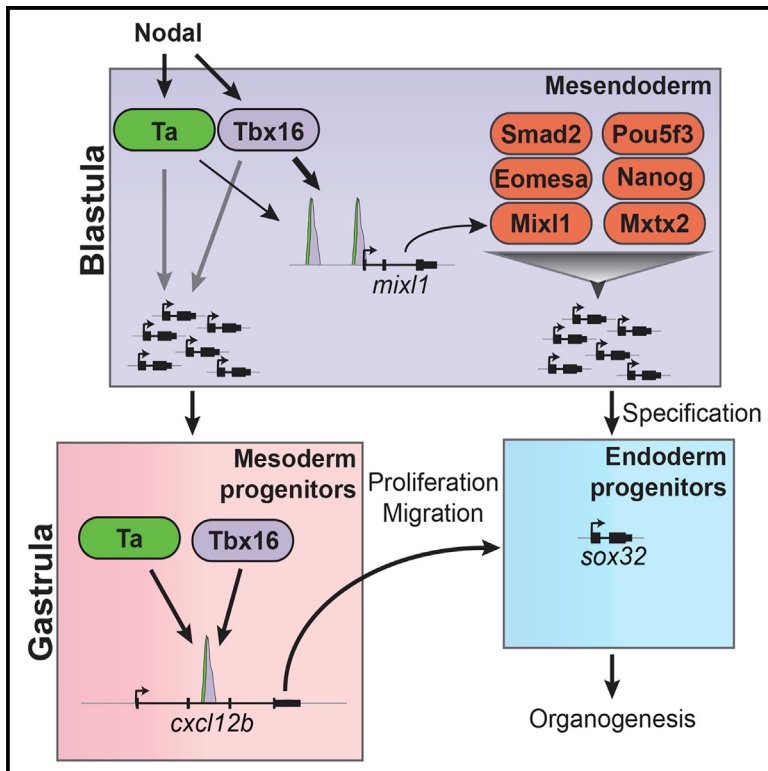

Authors

Andrew C. Nelson, Stephen J. Cutty, Saule N. Gasiunas, Isabella Deplae, Derek L. Stemple, Fiona C. Wardle

In Brief

Endoderm contributes to the respiratory and gastrointestinal tracts and all associated organs. How transcription factors control endodermal progenitor specification and expansion is not completely understood. Here, Nelson et al. identify a key redundant requirement for T-box factors Ta and Tbx16 in zebrafish endoderm formation and explore the downstream transcriptional programs.

Highlights

- Ta and Tbx16 redundantly regulate genes through common *cis*-regulatory modules
- Ta and Tbx16 control expression of *mixl1* and other key endodermal regulators
- Mixl1 occupies endodermal CRMs with Smad2, Eomesa, Nanog, Mxtx2, and Pou5f3
- *Ta* and *tbx16* double mutants fail to correctly form liver, pancreas, and gut tube

Accession Numbers

GSE84619

In Vivo Regulation of the Zebrafish Endoderm Progenitor Niche by T-Box Transcription Factors

Andrew C. Nelson,^{1,2,4,5,*} Stephen J. Cutty,¹ Saule N. Gasiunas,¹ Isabella Deplae,¹ Derek L. Stemple,³ and Fiona C. Wardle^{1,*}

⁵Lead Contact

<http://dx.doi.org/10.1016/j.celrep.2017.06.011>

SUMMARY

T-box transcription factors T/Brachyury homolog A (Ta) and Tbx16 are essential for correct mesoderm development in zebrafish. The downstream transcriptional networks guiding their functional activities are poorly understood. Additionally, important contributions elsewhere are likely masked due to redundancy. Here, we exploit functional genomic strategies to identify Ta and Tbx16 targets in early embryogenesis. Surprisingly, we discovered they not only activate mesodermal gene expression but also redundantly regulate key endodermal determinants, leading to substantial loss of endoderm in double mutants. To further explore the gene regulatory networks (GRNs) governing endoderm formation, we identified targets of Ta/Tbx16-regulated homeodomain transcription factor Mixl1, which is absolutely required in zebrafish for endoderm formation. Interestingly, we find many endodermal determinants coordinately regulated through common genomic occupancy by Mixl1, Eomesa, Smad2, Nanog, Mxtx2, and Pou5f3. Collectively, these findings augment the endoderm GRN and reveal a panel of target genes underlying the Ta, Tbx16, and Mixl1 mutant phenotypes.

INTRODUCTION

The primary germ layers of the vertebrate embryo—endoderm, mesoderm, and ectoderm—are specified early in development. Endoderm derivatives contribute to liver, pancreas, gut tube, and respiratory tract, whereas mesoderm gives rise to muscle, connective tissues, and blood. The transforming growth factor β (TGF- β) family growth factor Nodal is required for formation of bipotential precursors of mesoderm and endoderm—the mesendoderm (Schier, 2009). On pathway activation, its downstream effectors, transcription factors (TFs) Smad2/3, translo-

cate into the nucleus and interact with other TFs, such as the T-box TF Eomes, to activate expression of mesendodermal target genes.

T-box TFs play key roles in mesoderm and endoderm formation. For example, in mouse, Eomesodermin (Eomes) is required for definitive endoderm formation (Arnold et al., 2008), whereas zebrafish Eomes homolog A (Eomesa) regulates early endoderm marker expression (Du et al., 2012). T is required for normal mesoderm formation, with notochord and posterior somites failing to differentiate in mutant mice (Dobrovolskaia-Zavadskaja, 1927). In zebrafish, Ta is also required for notochord formation and it acts synergistically with its paralog, Tb, in posterior somite formation (Halpern et al., 1993; Martin and Kimelman, 2008; Schulte-Merker et al., 1994). Another T-box TF, Tbx16, plays a key role in zebrafish mesoderm formation though directing migration of mesodermal progenitors during gastrulation (Ho and Kane, 1990). Both Ta and Tbx16 regulate fibroblast growth factor (FGF) and Wnt signaling to control intermediate mesoderm formation and somitogenesis (Kimelman, 2016; Mueller et al., 2010; Wargha et al., 2013) and have independent and combinatorial roles in establishing left-right asymmetry (Amack et al., 2007). Indeed, T-box TFs often share partially overlapping functions. For example, in *Xenopus* T, Eomes and VegT (ortholog of Tbx16; Griffin et al., 1998) redundantly regulate neuromesodermal bipotency (Gentsch et al., 2013).

This study focuses on transcriptional networks directed by Ta and Tbx16 in early zebrafish development. We characterized their DNA-binding activities and target gene expression profiles during gastrulation. We discovered that Ta/Tbx16 genomic binding substantially overlaps and provide evidence that use of common *cis*-regulatory modules (CRMs) accounts for their functional redundancy (Garnett et al., 2009). Here, we describe a profound loss of endoderm in *ta/tbx16* double mutants and present findings demonstrating that Ta/Tbx16 directly regulate the cell-intrinsic endodermal regulator Mixl1 (Kikuchi et al., 2000), as well as extrinsic regulators of endoderm proliferation, the Cxcr4a ligands Cxcl12a/b (Mizoguchi et al., 2008; Stückemann et al., 2012).

To understand how transcriptional programs downstream of Ta and Tbx16 control endoderm formation, we assessed Mixl1

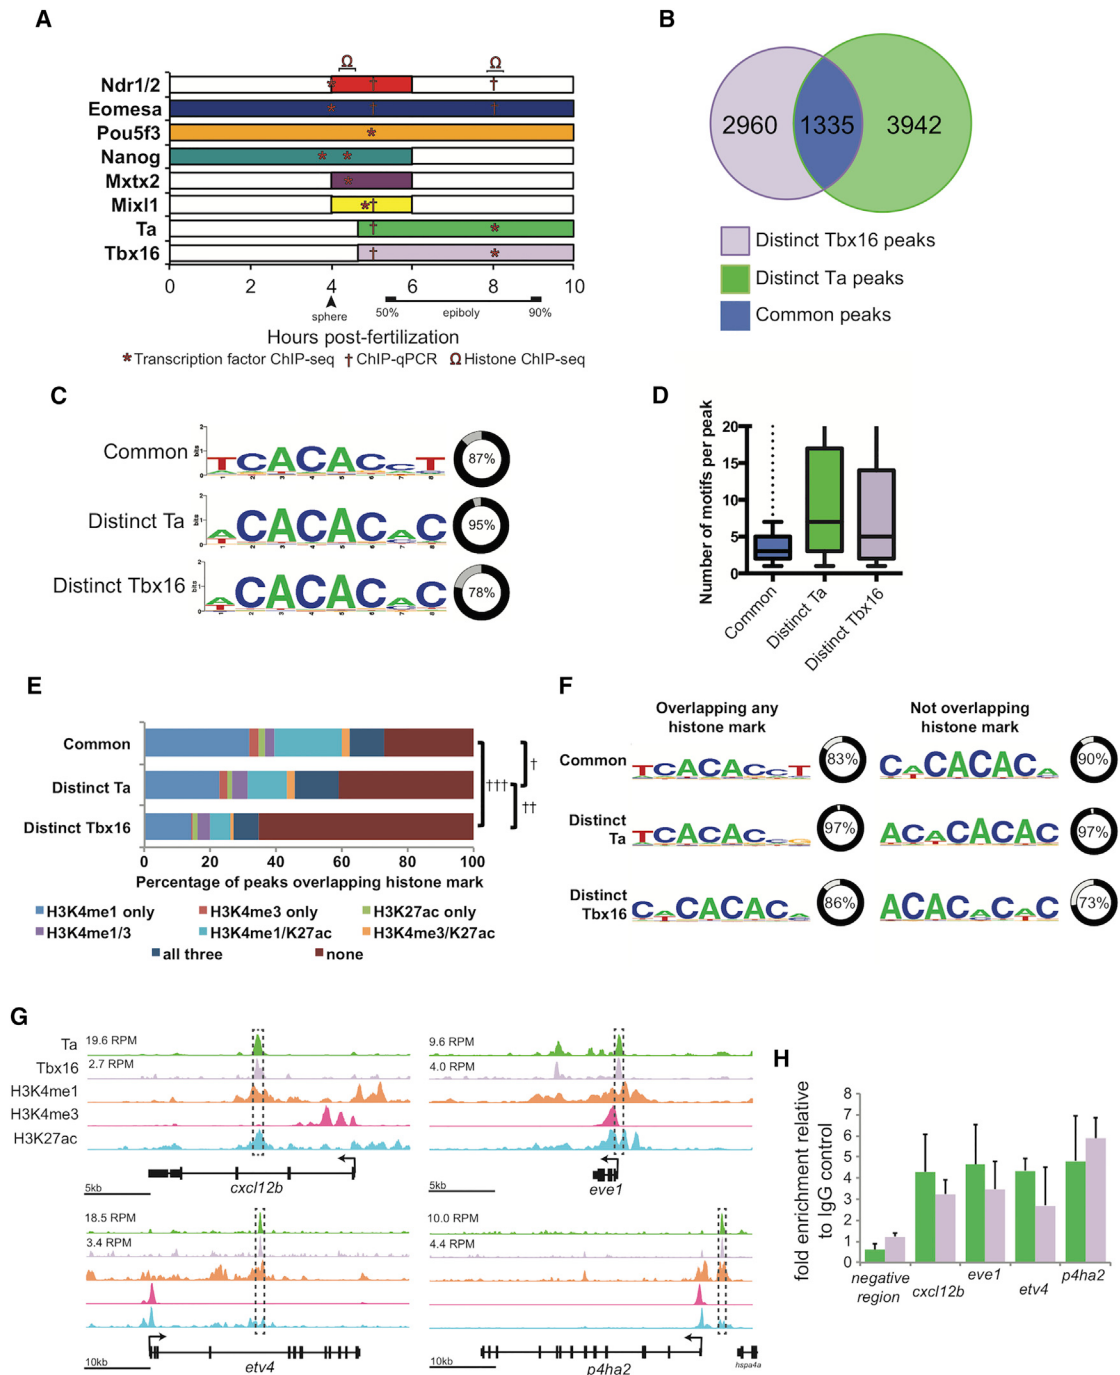

Figure 1. Genome-wide Analysis of Ta and Tbx16 Binding Sites

(A) Summary of the expression of the endodermal regulators (or their upstream activator) for which ChIP data are presented. Bars indicate the temporal expression window of factors at the margin, color coded per factor as in subsequent figures. Datasets indicated are ChIP-seq: Smad2 (regulated by Ndr1/2) and Eomesa at 3.3–4 hpf; Nanog and Mxtx2 at 3.3 and 4.3 hpf; Pou5f3 at 5 hpf; Mixl1 at 4.7–5.3 hpf; Ta and Tbx16 at 8–8.5 hpf; and histones at 8.25 hpf. ChIP-qPCR are Smad2, Eomesa, Mixl1, Ta, and Tbx16 at 5.3 hpf and Ta and Tbx16 at 8–8.5 hpf.

(B) Overlap of Ta and Tbx16 ChIP-seq peaks at 75%–85% epiboly (8–8.5 hpf).

(C) Closest match to the consensus T-box binding site identified within each peak class. Percentage of peaks containing such a sequence is indicated.

(D) Occurrences of motifs indicated in (C) within each peak of each class. Boxplots intervals are 10th, 25th, median, 75th, and 90th percentiles.

(E) Percentage of peaks in each class overlapping histone marks. †p = 3 × 10^{−19}, ††p = 4 × 10^{−89}, †††p = 9 × 10^{−119}, chi-square test. See also Figure S1.

(legend continued on next page)

genomic binding during endoderm specification, revealing direct regulation of many key endoderm-intrinsic factors via CRM occupancy with Smad2 and Eomesa. Moreover, we found Mixl1 binds common CRMs with key endodermal determinants Nanog, Mxtx2, and Pou5f3 (Leichsenring et al., 2013; Lunde et al., 2004; Reim et al., 2004; Xu et al., 2012). Collectively, our data refine the transcriptional hierarchy underlying endoderm formation in zebrafish and strongly suggest these TFs act combinatorially to regulate target gene expression.

RESULTS

Genome-wide ChIP-Seq Analysis of Ta and Tbx16 Binding in Zebrafish Gastrulae

To study the roles of Ta, Tbx16, and other TFs, we assessed DNA binding, histone modification, and Ta/Tbx16-dependent target gene expression profiles between zygotic genome activation and the end of gastrulation. Figure 1A shows time points for individual TF datasets and the temporal expression of these TFs at the margin (mesodermal and endodermal cells).

Ta and Tbx16 chromatin immunoprecipitation sequencing (ChIP-seq) at mid-gastrulation (75%–85% epiboly; 8–8.5 hr post-fertilization [hpf]) identified a similar number of binding events (ChIP-seq peaks; Data S1) for each TF. Of these, ~25%–30% overlap (Figure 1B; Data S1), which we designate “common” peaks, whereas peaks unique to each TF we designate “distinct”.

Previous studies demonstrated Ta and Tbx16 bind the T-box consensus sequence TCACACCT (Garnett et al., 2009; Kispert and Hermann, 1993; Morley et al., 2009); however, T-box TFs also bind AC-rich sequences at lower affinity (Evans et al., 2012). De novo motif analysis revealed 85% of common peaks contain close matches to the consensus T-box site, whereas distinct peaks are most enriched for AC-rich sequences (Figure 1C). Interestingly, common peaks contain few consensus T-box sites, whereas the distinct peaks contain numerous AC-rich sites (Figure 1D).

To determine whether there are differences in functionality between peak subsets, we compared our data with published histone ChIP-seq indicative of putative promoters (H3K4me3), putative enhancers (H3K4me1), and active enhancers (H3K27ac) (Bogdanovic et al., 2012). This genome-wide analysis revealed common peaks were significantly more likely to overlap these histone marks than distinct peaks, whereas distinct Ta peaks were more correlated with histone marks than distinct Tbx16 peaks (Figure 1E). Interestingly, whereas common peaks at histone marks are most enriched for the consensus T-box, common peaks lacking functional marks are most enriched for the AC-rich sequences (Figure 1F).

Putative target genes were then annotated (nearest transcription start site [TSS] $\pm$ 100 kb from each peak, though the majority are markedly closer; Figure S1). These, together with Ta and

Tbx16 binding coordinates and associations with histone marks, are shown in Data S1. Among target genes with common Ta/Tbx16 peaks at functional chromatin are FGF target gene *etv4* (Roehl and Nüsslein-Volhard, 2001), mesodermally expressed endodermal regulator *cxc12b* (Mizoguchi et al., 2008; Nair and Schilling, 2008; Stückemann et al., 2012), mesodermal progenitor regulator *eve1* (Seebald and Szeto, 2011), and migration-associated marker *ph4a2* (Chang et al., 2011; Figures 1G and 1H), all of which play roles in key Ta and Tbx16 activities.

Expression Profiling of Ta and Tbx16 Target Genes

Expression of target genes with common peaks was significantly enriched in tissues co-expressing Ta and Tbx16, such as the margin and tailbud (Figure 2A; Data S2). Similarly, gene ontology (GO) term analysis demonstrates enrichment for functions common to both TFs (Figure 2B; Data S2). Interestingly, genes with distinct Ta, but not Tbx16 peaks, show enriched expression in the axial chorda mesoderm and notochord, where *ta*, but not *tbx16*, is expressed (Figures 2A and 2C). ChIP-qPCR validation confirms Ta-specific binding at axial chorda mesoderm genes *col8a1a*, *dmd*, and *itga6* (Figure 2D). Thus, consistent with enrichment of distinct Ta peaks at functional chromatin marks (Figure 1E), these Ta-binding events seem to be cell type specific.

To further investigate functional redundancy, we examined microarray data for single or double knockdown (KD) of Ta and Tbx16 by validated morpholino (MO) injection, at the same developmental stage as our ChIP-seq data (Garnett et al., 2009). As judged by gene set enrichment analysis (GSEA), Ta/Tbx16 occupancy is not highly correlated with changes in target gene expression upon loss of either TF alone (Figures 2E and 2F). However, common binding is significantly correlated with changes on combinatorial loss of both TFs (Figures 2G–2I). This suggests that, whereas changes in target gene expression occur on loss of each individual TF, leading to the known mutant phenotypes, loss of both TFs leads to greater reduction of a subset of genes with Ta/Tbx16 binding at the same CRMs. These data extend earlier conclusions (Garnett et al., 2009), suggesting that target gene expression is controlled through common rather than distinct CRMs.

Ta and Tbx16, Together with Eomesa and Smad2, Cooperatively Control Expression of Key Endodermal Regulators

If co-expressed T-box TFs redundantly regulate a subset of targets via common CRMs, do Ta and Tbx16 share targets with Eomesa? We compared our Ta and Tbx16 ChIP-seq data with high-sphere stage (3.3–4 hpf) Eomesa and Smad2 ChIP-seq data (Nelson et al., 2014). Whereas these data are from a different developmental stage, they allowed us to test whether Ta/Tbx16/Eomesa ever occupy common CRMs. This revealed

(F) Closest match to the canonical T-box binding site identified within each class of peak overlapping histone marks with percentage of peaks containing such sequences indicated.

(G) Stage-matched Ta, Tbx16, H3K4me1, H3K4me3, and H3K27ac and ChIP-seq at the various genomic loci. Peak heights in reads per million (RPM) are indicated. Boxed regions indicate regions used for ChIP-qPCR validation.

(H) ChIP-qPCR validation of regions indicated in (G). Data are represented as mean $\pm$ SEM.

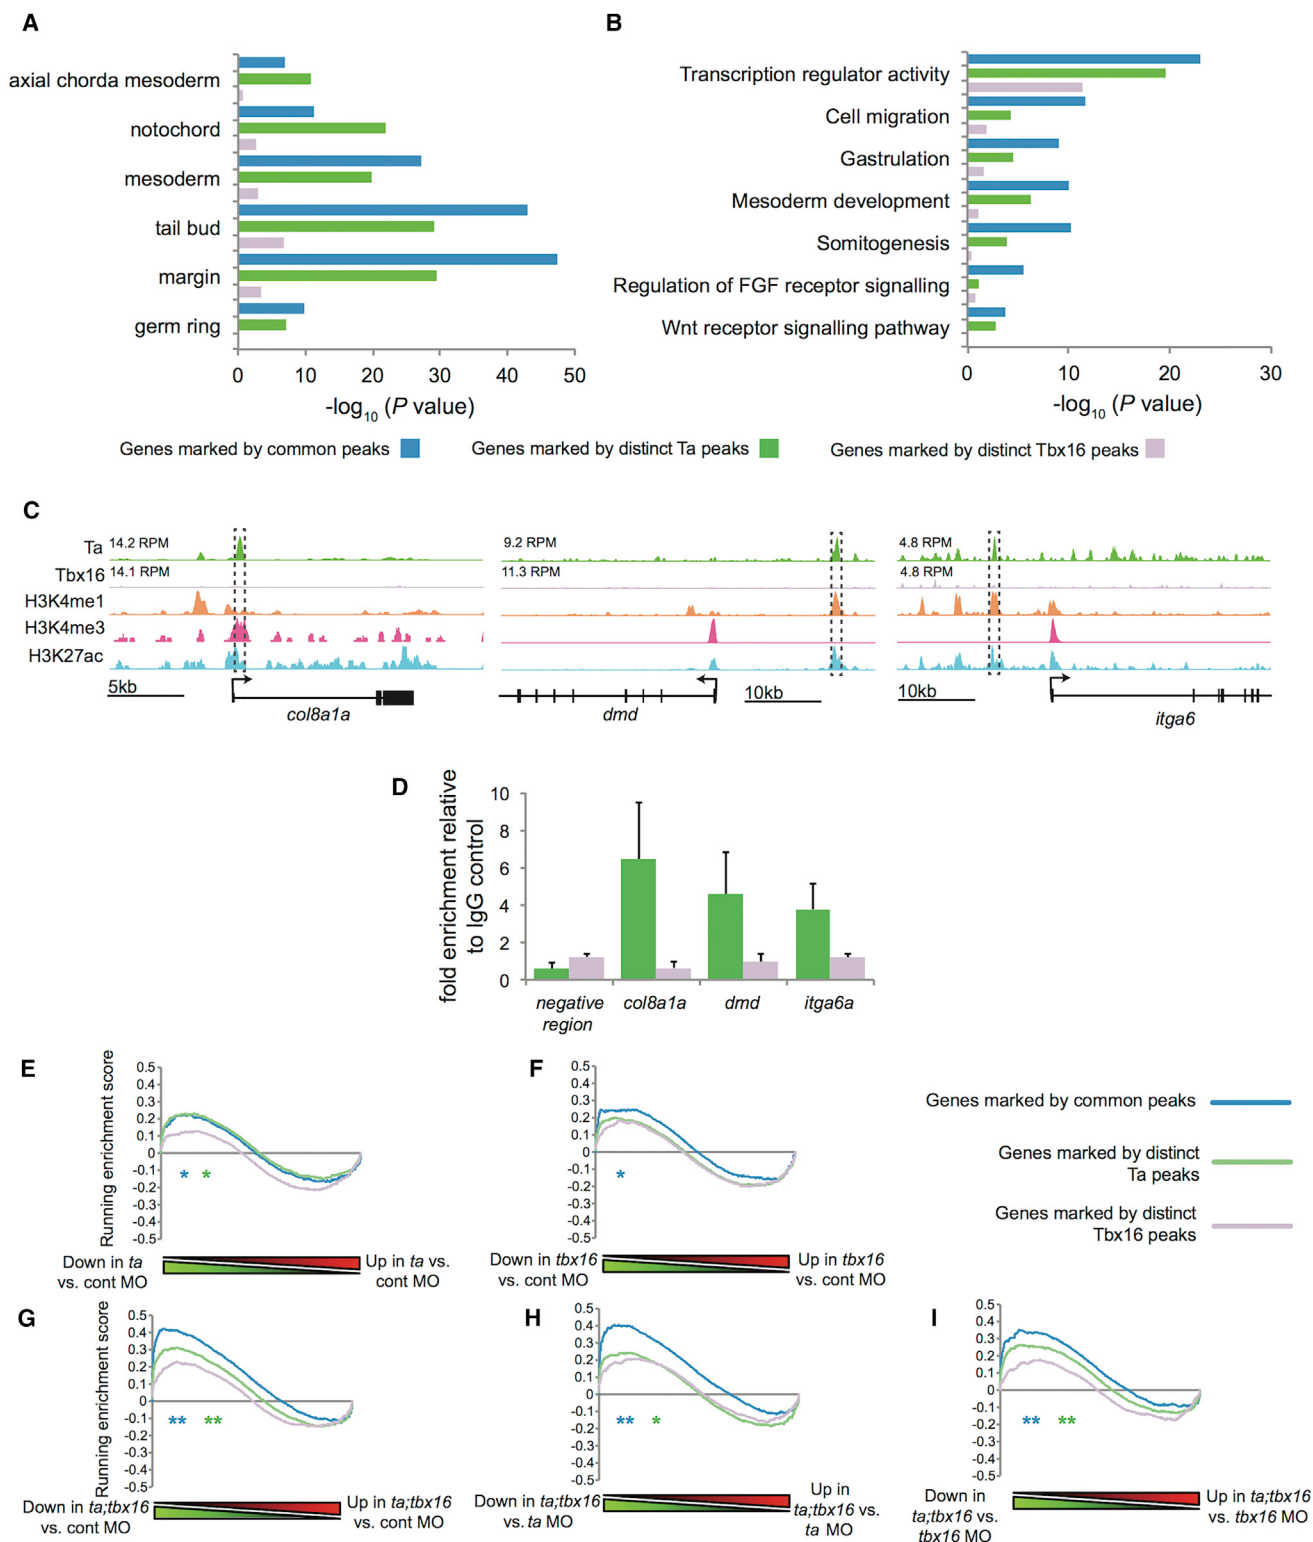

Figure 2. Ta and Tbx16 Show Cell-Type-Specific Binding Profiles and Redundantly Regulate Genes Showing Common Occupancy of Both Factors

(A) Enrichment for target genes with distinct Ta, Tbx16, or common binding (as indicated in Figure 1B) expressed within cell types where *ta* and/or *tbx16* are expressed, as defined by the ZFIN database (<http://www.zfin.org>; Howe et al., 2013). Blue, common peaks; green, distinct Ta peaks; purple, distinct Tbx16 peaks.

(legend continued on next page)

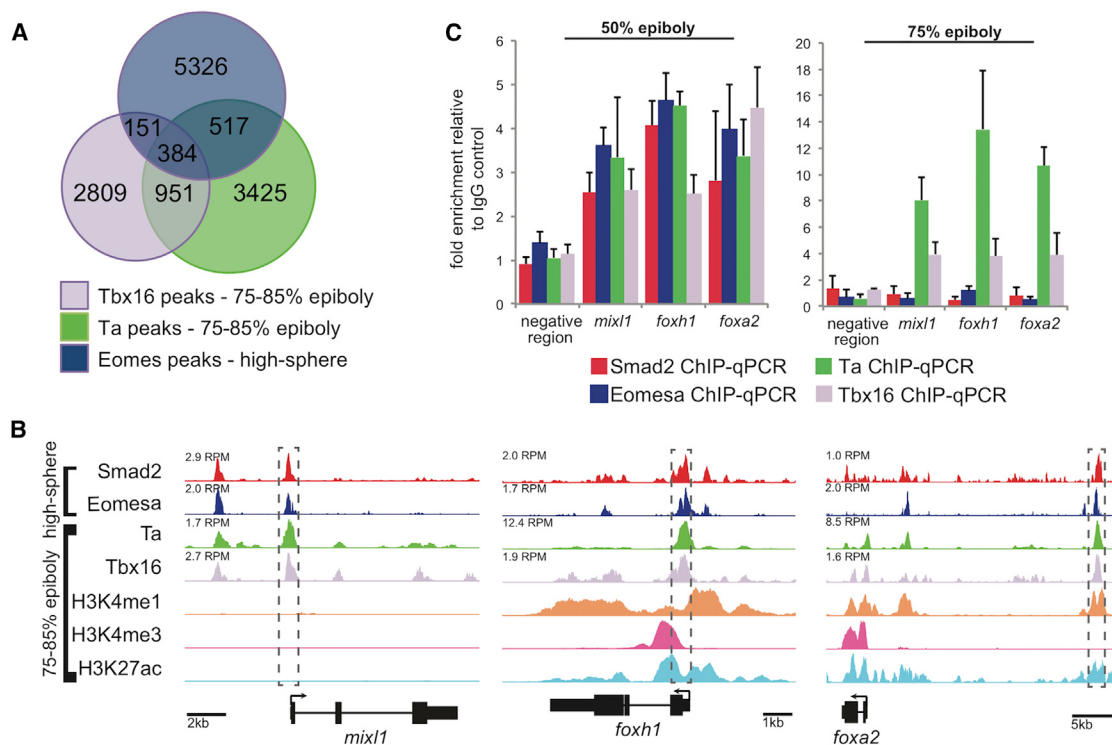

Figure 3. Comparison of Ta/Tbx16 Genomic Occupancy with Eomesa/Smad2 Reveals Direct Regulation of Endodermal Determinants prior to Gastrulation

(A) Overlap of Ta and Tbx16 ChIP-seq peaks at 75%–85% epiboly (8–8.5 hpf) with Eomesa at high-sphere stage (3.3–4 hpf).

(B) Smad2, Eomesa, Ta, Tbx16, H3K4me1, H3K4me3, and H3K27ac ChIP-seq peaks at indicated stages proximal to *mixl1*, *foxh1*, and *foxa2*. Peak heights in RPM are indicated. Boxed regions indicate peaks used for ChIP-qPCR validation.

(C) ChIP-qPCR analysis of regions indicated in (B) at the indicated stages. Data are represented as mean $\pm$ SEM.

a subset of such sites, located near key genes regulating endoderm formation, such as *mixl1*, *foxh1*, and *foxa2* (Kikuchi et al., 2000; Nelson et al., 2014; Shin et al., 2008; Slagle et al., 2011; Figures 3A and 3B; Data S3). Ta and Tbx16 binding proximal to *foxh1* and *foxa2* correlates with functional chromatin marks at 80% epiboly (8.25 hpf; Figure 3B). *Mixl1* expression is restricted to earlier stages during endoderm specification (4–6 hpf; Kikuchi et al., 2000); hence, at 80% epiboly, *mixl1* lacks such chromatin marks (Figure 3B). However, we observe Tbx16 and Ta (as well as Eomesa and Smad2) binding by qPCR proximal to *mixl1* at 50% epiboly (5.3 hpf; Figure 3C), coincident with endoderm specification; thus, Ta and Tbx16 may positively regulate *mixl1* expression at this earlier stage.

We also found Ta/Tbx16 binding proximal to *gata5* (Figure S2). To test whether Ta and Tbx16 are required for expression of *gata5*, *mixl1*, and their downstream target *sox32* (Bjornson et al., 2005), we examined *ta*, *tbx16*, and double morphants at

50% epiboly (5.3 hpf). Expression was weakly downregulated on *tbx16* KD and noticeably reduced on double KD (Figure 4A). Whole-mount in situ hybridization (WISH) revealed *sox32* expression was severely compromised in endoderm of double morphants, but not yolk syncytial layer (YSL), a region lacking *ta* and *tbx16* expression (Figure 4B). Thus, specification of endoderm progenitors requires both Ta and Tbx16, with Tbx16 having the greater effect.

Mesoderm-expressed chemokines *cxc12a/b* were downregulated on *ta/tbx16* KD at 75% epiboly (8 hpf; Garnett et al., 2009) and our microarray dataset at 90% epiboly (9 hpf; Figure 4C; Data S4), demonstrating both *cxc12a/b* are targets of Ta and Tbx16 (Figure 1G; Data S1). Thus, Ta and Tbx16 also regulate cell-extrinsic signaling cues driving proliferation of endodermal progenitors.

To evaluate endoderm expansion, we assayed expression of endoderm marker *sox17* at 90% epiboly (9 hpf). Immunodetection

(B) Bar graph showing enrichment for Gene Ontology terms associated with target genes with distinct or common binding (as indicated in Figure 1B).

(C) Stage-matched Ta, Tbx16, H3K4me1, H3K4me3, and H3K27ac and ChIP-seq profiles. Peak heights in RPM are indicated. Boxed regions indicate peaks used for ChIP-qPCR validation.

(D) Ta (green) and Tbx16 (mauve) ChIP-qPCR validation of regions indicated in (C). Data are represented as mean $\pm$ SEM.

(E–I) GSEA enrichment plots for comparison of target genes with distinct or common binding (as indicated in Figure 1B) with (E) *ta* KD relative to control; (F) *tbx16* KD relative to control; (G) *ta/tbx16* double KD relative to control; (H) *ta/tbx16* double KD relative to *ta* KD; (I) *ta/tbx16* double KD relative to *tbx16* KD. *Family-wise error rate (FWER) $p \leq 3 \times 10^{-2}$; **FWER $p \leq 5 \times 10^{-4}$.

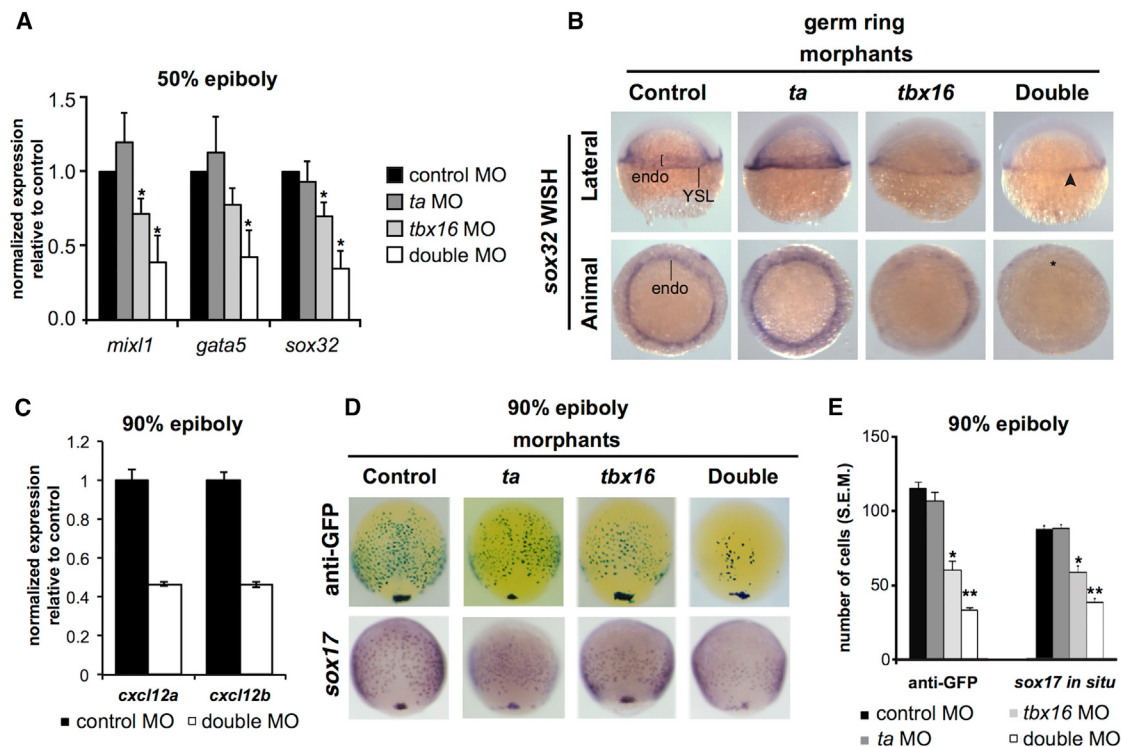

Figure 4. Loss of Ta and Tbx16 Leads to Downregulation of Endodermal Specifiers and Reduction of Endodermal Progenitors during Gastrulation

(A) qPCR analysis of *mixl1*, *gata5*, and *sox32* at 50% epiboly (5.3 hpf) in single and double *ta/tbx16* morphants. All genes are significantly downregulated in double morphants; * $p \leq 5 \times 10^{-2}$; Student's t test. Data are represented as mean $\pm$ SEM. See also Figure S2.

(B) WISH analysis of *sox32* in single and double morphants at germ ring stage (5.7 hpf). Arrowhead, YSL expression; *, loss of endoderm expression.

(C) Microarray analysis at 90% epiboly (9 hpf) indicates downregulation of *cxcl12a/b*. Data are represented as mean $\pm$ SEM.

(D) Immunological and WISH analysis of a *sox17:eGFP* transgene and endogenous *sox17* expression at 90% epiboly (9 hpf) in single and double morphants.

(E) Cell numbers identified by immunostaining and WISH in (D). Cell numbers are representative of at least 20 embryos per condition. * $p \leq 1 \times 10^{-8}$; ** $p \leq 1 \times 10^{-20}$; Student's t test. Data are represented as mean $\pm$ SEM.

See also Figure S3.

of a *sox17:eGFP* transgene and *sox17* WISH revealed endoderm cell numbers moderately reduced by *tbx16* KD and substantially reduced on *ta/tbx16* double KD (Figures 4D and 4E), strongly suggesting Ta and Tbx16 co-operatively promote both specification and expansion of the endoderm progenitor niche. In contrast, the *ta* paralog *tb* does not interact with *ta* in early endoderm formation because neither single nor *ta/tb* double KD significantly affected *sox17*⁺ cell numbers at 90% epiboly (9 hpf; Figures S3A and S3B).

Ta and Tbx16 Are Required for Correct Liver, Gut, and Pancreas Formation

If Ta and Tbx16 regulate endoderm specification and proliferation, we would expect gut and associated organs to form abnormally. Examination of *sox17:eGFP* at 24 hpf on double KD revealed the gut tube was severely compromised (Figure 5A), although pharyngeal endoderm remained intact. WISH analysis of broad endoderm (*foxa3*), pancreas (*ins*), and liver (*cp*) markers at 52–56 hpf revealed disordered liver and pancreas formation, such as laterality defects, in both *ta* and *tbx16* morphants (Amack et al., 2007; Danos and Yost, 1996), whereas Tbx16 mor-

phants also display some loss of *ins* and *cp* expression. Double Ta/Tbx16 morphants, however, substantially lack *foxa3*, *ins*, and *cp* expression (Figures 5A and 5B). Double KD of Tb with Ta led to laterality defects (Figures S3C and S3D). Examination of *ta*^{+/-} and *tbx16*^{+/-} intercrosses revealed similar phenotypes to single Ta or Tbx16 morphants, whereas *ta*^{+/-};*tbx16*^{+/-} intercross embryos also gave phenotypes similar to Ta/Tbx16 double KD, at expected Mendelian ratios (Figures 5C–5E); thus, our observations are not artifacts of MO injection. Interestingly, intercrosses of *ta*^{+/-};*tbx16*^{+/-} with *tbx16*^{+/-} animals (*tbx16* enhanced) revealed that one wild-type *ta* allele is insufficient to rescue loss of *foxa3*, *cp*, and *ins* expression. In contrast, intercrosses of *ta*^{+/-};*tbx16*^{+/-} with *ta*^{+/-} animals (*ta* enhanced) that maintain a wild-type *tbx16* allele did not show significant loss of *ins* and *cp* expression, indicating Tbx16 has the greater influence on endoderm formation (Figures 5C–5E).

We conclude that Ta and Tbx16 play essential roles in endoderm progenitors, acting cell-autonomously via Mixl1 and non-autonomously governing cell-extrinsic Cxcl12a/b signaling pathways. Moreover, Ta and Tbx16 are redundantly required for correct gut, liver, and pancreas formation.

Mixl1 Acting Downstream of Ta and Tbx16 Governs Nodal/Smad Target Gene Expression

To understand how transcriptional programs downstream of Ta and Tbx16 control endoderm formation, we next investigated Mixl1 target genes during endoderm specification by ChIP-seq at 30%–50% epiboly (4.7–5.3 hpf; [Figure S4](#)). De novo motif analysis identified a sequence closely resembling the previously described consensus binding motif within our ChIP-seq peaks ([Zhang et al., 2009](#); [Figure 6A](#)).

We previously showed Smad2 and Eomesa bind CRMs proximal to Nodal-responsive genes ([Nelson et al., 2014](#)), and Mixl1 is known to physically interact with Smad2 at Nodal-responsive CRMs ([Germain et al., 2000](#)). Consistent with this, we observe Mixl1 occupancy at the same CRMs as Eomesa and Smad2 proximal to key regulators of endoderm formation ([Figure 6B](#); [Data S3](#)). Targets with overlapping Eomesa, Smad2, and Mixl1 ChIP-seq peaks display expression domains co-localized with Nodal activity, further suggesting Mixl1 regulates similar Nodal targets to Eomesa/Smad2 ([Figure 6C](#); [Data S5](#)). Moreover, common occupancy of Mixl1/Smad2/Eomesa at endoderm target genes is associated with functional chromatin marks at dome stage (4.3 hpf; [Figure 6D](#)). To confirm occupancy of Eomesa, Smad2, and Mixl1 at common target sites during endoderm specification, we performed ChIP-qPCR at 50% epiboly (5.3 hpf; [Figure 6E](#)). Comparison of our ChIP-seq data with microarray data on overexpression of the Nodal ligand *ndr1* in zebrafish blastulae (3.5–4 hpf; [Nelson et al., 2014](#)) revealed highly significant association between upregulated genes and binding of Mixl1 with Smad2 and/or Eomesa ([Figure 6F](#)). Genes with Mixl1 binding at the same CRMs as Eomesa and/or Smad2 are therefore induced by *Ndr1*, strongly suggesting Mixl1 co-operatively regulates Nodal target genes in association with Eomesa and Smad2. Intriguingly, 20 *Ndr1*-induced genes with proximal Mixl1/Smad2/Eomesa binding, including *gata5*, *gsc*, *wnt8a*, and *fgf8a* were also downregulated on Ta/Tbx16 double KD at shield stage (6 hpf; [Figures 6G and 6H](#); [Data S6](#)). This suggests Ta and Tbx16 influence a subset of Nodal targets and that this may be partially due to their regulation of *mixl1*.

Characterization of the Endodermal Gene Regulatory Network through Comparison of Mixl1, Smad2, Eomesa, Nanog, Mxtx2, and Pou5f3 Occupancy

Because TFs Nanog, Mxtx2, and Pou5f3 also play known roles in endoderm formation in the blastula embryo ([Lunde et al., 2004](#); [Reim et al., 2004](#); [Xu et al., 2012](#)), we compared our Mixl1, Smad2, and Eomesa ChIP-seq data with that for Nanog, Mxtx2 (both 3.3 and 4.3 hpf), and Pou5f3 (5 hpf; [Leichsenring et al., 2013](#); [Xu et al., 2012](#)). At high stage (3.3 hpf), although only a minority of Nanog peaks overlap with Smad2 and/or Eomesa, we found these common ChIP-seq peaks proximal to key endodermal regulators, such as *ndr1*, *gata5*, *sox32*, and *tbx16* ([Figure 7A](#)). Similarly, at dome–50% epiboly (4.3–5 hpf), despite limited Nanog, Mxtx2, Pou5f3, and Mixl1 peak overlap, these TFs display common binding at CRMs proximal to key endodermal regulators ([Figure 7B](#); [Data S7](#)). Importantly, genes exhibiting proximal binding of multiple TFs were highly enriched for relevant developmental functions and expression patterns. Genes with proximal binding of individual TFs alone were notably

less enriched for such terms ([Figures S5 and S6](#)), strongly suggesting that these four TFs perform their developmental roles in combination ([Data S5 and S7](#)).

Our analyses suggest the transcriptional processes underlying endoderm formation are complex, requiring coordinated temporal regulation of vital target genes by combinations of numerous TFs. An updated gene regulatory network (GRN) for endoderm formation incorporating this study is in [Figure 7C](#).

DISCUSSION

The combinatorial requirement for Ta and Tbx16 in trunk and tail mesoderm formation has been known for 15 years ([Amacher et al., 2002](#)). Here, we report their redundant role in endoderm formation. Through characterizing genome-wide binding profiles of these TFs, we have identified a set of common target CRMs and regulated genes that can account for the action of Ta and Tbx16 in formation of mesoderm and endoderm. We find that Ta and Tbx16 bind and regulate *mixl1* expression, which is required for endoderm formation (mutated in *bonnie and clyde*; [Kikuchi et al., 2000](#)), suggesting that Ta and Tbx16 influence endoderm formation via Mixl1. To better understand how Mixl1 controls endoderm formation, we profiled its genomic binding and integrated these data with existing Eomesa, Smad2, Nanog, Mxtx2, and Pou5f3 early embryo datasets to present an augmented GRN for zebrafish endoderm formation.

High-Affinity Binding of Ta and Tbx16 at Functional CRMs

Our data show that Ta and Tbx16 are able to bind a subset of the same CRMs. These common peaks are enriched for low numbers of consensus T-box motifs overlapping functional chromatin marks and are correlated with genes that mediate Ta and Tbx16 function. Conversely, CRMs bound by either Ta or Tbx16 only (distinct peaks) contain AC-rich sequences, as do common peaks that do not overlap functional chromatin. Previous work suggests that T-box TFs bind AC-rich sites with low affinity but the consensus site with high affinity ([Evans et al., 2012](#)). Our data therefore support the idea that the high-affinity sites are more efficiently bound and are important in targeting T-box TFs to functional CRMs.

Although Ta and Tbx16 bind common CRMs in vivo, whether they simultaneously bind the same CRM in the same cells or bind independently is unclear. Whereas our whole-embryo ChIP data cannot distinguish between these two possibilities, our previous in vitro electromobility shift analysis of a CRM controlling *d/c* expression suggests that, although four spatially distinct T-box sites are present, the CRM is only occupied by Ta or Tbx16 individually ([Jahangiri et al., 2012](#)). Whether this is also the case in vivo or at other CRMs remains to be determined. However, we note some tissue-specific binding may be detected in our data because Ta, which is expressed in notochord, binds CRMs in the vicinity of notochord genes, whereas Tbx16, which is not expressed in the notochord, does not bind these regions.

Ta and Tbx16 in Formation of Mesendoderm

Through comparison of our Ta/Tbx16-binding data with that of maternal T-box TF Eomesa, which is involved in mesoderm

and endoderm formation, we discovered all three TFs bind an overlapping set of CRMs, including those associated with endodermal genes, such as *mixl1*. This led us to ask whether *Ta* and *Tbx16* are also involved in endoderm formation. Indeed, we show that embryos with reduced *Ta* and *Tbx16* activity have reduced *mixl1* expression, less endoderm at the end of gastrulation, and consequently fail to form a complete gut and associated organs, the pancreas and liver.

How the deposited data were processed for this re-analysis (not part of the article)

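The data were expression arrays of whole zebrafish embryos of the AB strain at shield (6 hpf) and at 90% epiboly (9 hpf), injected with control MO or with *tbx16* and *ta* MOs together. Each of the 4 groups had 3 samples, numbered 1 to 3 in the sample labels, and each sample was a pool of about 200 embryos on its own array. The sample labels and the paper gave every sample's stage, treatment and replicate number, and 0 of the deposited columns of values were left without a sample.

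The authors labelled the RNA with a single dye and hybridised it to Agilent zebrafish arrays of the third version. The authors deposited log2 values for 45220 features per array, which they had normalized between the arrays. The scanner output was not used here. Background correction, the normalization method, the software and its version, and the identity of control spots are not given in the sources used here; the paper refers to an earlier study for them. The array medians lay between 7.06 and 7.07, and no 2 arrays held identical values. A feature under 6.56 on the log2 scale, the 40th percentile of feature means, was called dim in 1 of the alternatives. How far a signal lies above background is not given, so a low signal cannot be told from none, and log2 fold changes of dim features may be too small.

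Of the features, 26855 were paired with 1 gene symbol, 0 with several and 18365 with none. The symbols of the array are old and were updated through accessions and symbols of a RefSeq gene table, which matched 26842 features (24108 by their own accession) and left 13 with the array's symbol, in all 13276 genes. For *dld* of the array, the accession of deltaD has the symbol *dldh* in that table. For the 8213 genes with 2 or more features, the feature with the highest mean over all 12 arrays stands for the gene in lists, sets and counts of genes, and the others are given beside it for named genes. No genome was used, so no coordinates are given.

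A linear model with 1 mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with 8 residual degrees of freedom and 5.32 from the prior. The comparisons were double MO minus control MO at each stage, the difference between these (the interaction of stage and MO), and 90% epiboly minus shield in control MO embryos. Benjamini-Hochberg adjustment ran over all features, with a threshold of 0.05, and no feature was filtered. Gene lists were tested with camera (correlation between genes preset at 0.01), adjusted over 28 lists per stage, and again with an estimated correlation and with fry. The lists cover germ layers and tissues of the gastrula, signaling pathways, extraembryonic layers, stress and housekeeping genes, and the genes the paper names. For the Mixl1 binding sets, preranked gene set enrichment with weight 1 and 2000 permutations of genes was run on limma's statistic, with the family-wise error over 4 sets taken from Data S3. A gene near several sites can be in more than 1 of these sets. The genes of peaks shared by Ta and Tbx16 came from Data S1. The copies of Data S4 and Data S6 at hand held 1999 of 16449 and 1998 of 16448 rows, in each case those higher in controls, so no set test used them. Tables and figures were made with Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9.

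The design, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined, though the paper's own tables of these arrays had been seen. Genes are named if the paper names them in its endoderm network, its text or Figure 6H, if they are among the 10 that fell most or the 10 that rose most per stage with no overlap between the 3 double morphant and 3 control values, or if they are members of a list with the smallest p; genes named beyond this rule were chosen after their values were seen, among them *rdh10a*, *cxcr4b*, *snai1a*, *tbx6*, *her15.1* and the leading-edge genes of the Mixl1 sets. Alternatives were each stage fitted on its own arrays, the replicate number as a block, quantile, median and cyclic loess normalization on top of the authors', dim features removed, trend and robust variance, array weights, the methods' t-test, probes averaged per gene, each array left out in turn, other set tests, an enrichment weight of 0, peaks within 20 kb, and 2 added after the data were seen. Shield samples with the same replicate number deviated together from their group means (correlations across features of 0.34, 0.35 and 0.30), so the numbers pair the samples at shield, as judged from the data and not from a stated design. At 90% epiboly the correlations were uneven (0.20, 0.08 and 0.41), though highest for the same number, and the samples were not taken as paired. The main fit has no block at either stage.

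The model was tested on simulated data with the spread of these arrays, on 45220 features of which 50 each were changed at shield by 0.5, 1, 2 and 4 on the log2 scale. It recovered 0, 27, 46 and 50 of them, and 6 of its 129 calls were unchanged features. Changes under 2-fold are therefore mostly missed at 3 samples per group.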

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

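The tests of exchanged neighbours were chosen only after the result was seen, and the splits of the arrays were set before. A change in double morphants that differs between shield and 90% epiboly is of interest because the same MOs were used at both stages, and 130 of 45220 features showed one (limma, adjusted p under 0.05), 67 more negative and 63 more positive at 90% epiboly. Of 100 splits of the arrays within each stage, 1, the real one, reached that count. The highest other gave 124 and keeps the real labels at 90% epiboly. Splitting a stage takes away the effect of the MOs there, so these splits do not test equal effects at both stages, and chance in how the arrays were assigned is left open for the count. Without the features described next, the refit called 56.

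Many of these differences come in pairs in which 1 feature fell and another, 84 or 85 positions away in the array's numbering, rose, and each ended within 1.5 log2 units of the other's level in controls. At shield 10 such pairs covered 20 features and at 90% epiboly 25 pairs covered 49; the most pairs at 1 distance were 5 and 13, against at most 1 and 2 at any of 397 other distances up to 400. Of the exchanged features whose genes have other probes, 0 of 8 at shield and 0 of 22 at 90% epiboly had another probe called the same way, against 52.2% and 57.6% of the other called features, which argues against a change in these genes' transcripts. Signals assigned to a neighbouring array position may account for the pairs, which make up 62 of the 130 features; the array's layout is not given in the sources used here, so what lies behind the distance stays open. By the features that stand for them, the exchanged genes with such a difference (change at 90% epiboly minus change at shield, log2) are *adcy3a* 2.63, *bcas3* -1.79, *dnajc3b* -2.82, *efnb2b* -3.35, *gpr34b* 3.74, *impa2* 4.31, *mapkapk2b* 4.16, *pknox1.1* -3.47, *si:ch211-285f17.1* 5.28, *szl* -3.83, *traf3ip1* -2.08, *txn2* 3.67, *wnt9b* 5.34 and *zgc:173721* -4.11.

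The other named genes whose change differed between the stages were not in such pairs. The muscle actin gene *actc1a* fell more at 90% epiboly than at shield, by a difference of -2.07 (adjusted p = 0.0013 from limma), as did the paraxial mesoderm gene *msgn1*, by -1.18 (adjusted p = 0.0359 from limma), and each difference was called on 3 other probes of the gene. The RNA-binding protein gene *rbm38* differed by -2.46, with no call on its other probe. Single probes carry the differences of *arrdc1b* (8.90), *prkg2* (7.75), *mest* (5.09) and *ccn4a* (-1.56), and the other probes of *tgfbr2b* (7.93) and *lrrc8db* (2.75) showed none.

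Genes outside those that the paper discusses also changed within a stage, each past the threshold on at least 1 other probe as well. At shield, *msgn1* (-4.40), *mespaa* (-3.59), *her1* (-2.61) and *tbx16l* (-2.49) fell and *vldlr* (2.48), *foxj1b* (1.96), *slc16a3b* (1.81) and *hif1an* (1.69) rose, as log2 fold changes. At 90% epiboly, *msgn1* (-5.58), *rbm38* (-3.67) and *tbx16l* (-3.66) fell and *gdf3* (3.16) and *vldlr* (3.16) rose. The paper's tables of these arrays had been seen when the gene lists were fixed, so the lists may not be independent of these values. Lists fixed before the data were examined that were called both with the preset and with an estimated correlation were paraxial mesoderm, with a mean log2 fold change of -1.24 at shield and -1.62 at 90% epiboly, and chemokine signalling, guidance and adhesion, with -0.50 and -0.58. At 90% epiboly alone the Fgf (-0.24), Notch (-0.45), muscle (-0.39) and interferon and innate immunity (-0.28) lists were called in this way; whether these differ between the stages was not tested for the lists. The splits of 6 arrays into 3 and 3 are too few for a share under 0.05: they gave 219 features at shield against 4 in the highest other of 10 splits, and 319 at 90% epiboly against 1. Every other split mixes control and double morphant arrays, so an effect of the MOs adds to the spread within groups and can lower its count.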

How the results depend on the processing

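Tests on features with a gene name only and without exchanged neighbours were chosen only after the result was seen. No gene or list that passed changed its sign under an alternative, and none that changed its sign passed there. Of 278 results for named genes, 193 kept their side of the threshold under every alternative and 85 did not under at least 1; of 56 list results 37 did and 19 did not. Results that did not pass changed sign under at least 1 alternative for 20 of the gene results and 13 of the list results, so 173 and 25 kept both sign and side. Where a count or call changed, the cause was not tested, except that each stage fitted on its own arrays, the methods' t-test and each left-out array use fewer samples, and averaging probes or keeping named features leaves fewer features to test. The 219 features at shield became 84 on the stage's own arrays, 14 by the methods' t-test and 103 with probes averaged per gene, and 152 to 224 with 1 array left out. Of these, 126 fell and 93 rose. With named features only 80 fell and 87 rose, and without exchanged neighbours 111 fell and 78 rose. The 319 at 90% epiboly became 1129 with array weights, 93 by the methods' t-test and 174 with probes averaged, and 217 to 345 with 1 array left out. At that stage 179 fell and 62 rose without exchanged neighbours. Without adjustment the methods' t-test gave 1432 lower and 1286 higher features at shield and 1754 and 1678 at 90% epiboly. The 130 stage differences became 41 with probes averaged, 69 with named features only and 56 without exchanged neighbours, and 104 to 167 with 1 array left out; fits on a stage's own arrays and the t-test give no value for them. The 5773 features that differ between the stages in controls became 9025 with array weights, 128 by the methods' t-test and 2471 with probes averaged, and 3232 to 6184 with 1 array left out (3362 without shield control 3, 3756 and 3232 without controls 2 and 3 of 90% epiboly). At 90% epiboly *cxcl12a* (log2 fold change -0.79) passed with array weights (-0.86), probes averaged (-0.70), named features only (-0.79), and without the first double morphant sample of shield (-0.79) or the first control of 90% epiboly (-0.90), over a range of -0.90 to -0.72 with 1 array left out; *cxcl12b* (-1.11) passed on the stage's own arrays and with array weights (-1.11 in each), and ranged from -1.16 to -1.06. At shield *cxcl12b* (-2.12) did not pass on the stage's own arrays or by the methods' t-test (-2.12 in each), ranging from -2.48 to -1.82, and *cxcl12a* (-0.05) changed sign with probes averaged (0.04) and without double morphant 1 of shield (0.09), ranging from -0.15 to 0.09 with 1 array left out, and passed in none. The Mixl1/Smad2/Eomesa set (p = 0.021) gave 0.052 with array weights, 0.0795 by the methods' t-test, 0.105 by camera with an estimated correlation, 0.0532 by fry and 0.0975 with weight 0, and 0.008 to 0.0805 with 1 array left out (0.0805 without shield control 3, 0.06 without double morphant 1). Mixl1/Eomesa (0.0345) gave 0.0735, 0.206, 0.145 and 0.0865 with array weights, the estimated correlation, fry and weight 0, and 0.0265 to 0.259 with 1 array left out; Mixl1/Smad2 (0.106) gave 0.0175 to 0.709; and Mixl1 alone (0.0875) gave 0.0281 with an estimated correlation, 0.0264 by fry, 0.002 with weight 0 and 0.0495 to 0.296. For these sets the values of camera and fry were not adjusted over the 4 sets, unlike those of the enrichment. Of the Figure 6H genes, 3 passed, 1 on the stage's own arrays, 1 by the methods' t-test, and 2 to 3 with 1 array left out. The 6 lists called at shield became 3 with an estimated correlation, and 5 to 8 with 1 array left out; the 17 at 90% epiboly became 8 with an estimated correlation, 10 by fry, and 13 to 17. The shared Ta and Tbx16 peak genes stayed lower under every alternative (p of 0.000115 to 0.0214 at shield and 2.01e-07 to 0.000475 at 90% epiboly; 0.000471 to 0.0214 and 9.9e-06 to 0.000156 with 1 array left out). Signal over background is not given, so what dim features limit was seen only in a fit without them, which changed no call of the 254 gene results it kept and ended 4 list calls.

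With the replicate number as a replicate block, 333 features passed at shield, 466 at 90% epiboly and 2809 between the stages in controls, and *cxcl12b* at 90% epiboly passed (-1.11). At shield the paired fit also called *cdx4* (adjusted p = 0.0362), *foxa2* and *wnt8a*, and the maternal list (adjusted p = 0.0498), and changed no other call there. At 90% epiboly it called *col8a1a* (0.0293), *fgf17* (0.0248), *hesx1* (0.0497), *nanog* (0.0121), *osr1* (0.0133), *shha* (0.048) and *sp5l* (0.0432), and the Bmp (0.119) and forerunner (0.05) lists lost their calls. At 90% epiboly the same-number correlations were 0.20, 0.08 and 0.41, each sample correlating best with its own number, which is a hint from the data and not the design.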

Differences from the paper's values

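The settings with named features only and without exchanged neighbours were chosen only after the result was seen, and all others before. The enrichment score of the genes with Mixl1 and Smad2 at shield was -0.57 and the paper's is about -0.23 in Fig. 6G, read by eye. Of the alternatives, only the enrichment with weight 0 (-0.26) removed the difference. The score of the genes near a site of Mixl1 alone was -0.30 and the paper's is about 0.21 in Fig. 6G, read by eye. Signs are turned so that a score is negative where genes are lower in double morphants, and no alternative closed this difference. The scores of the other Mixl1 sets, -0.49 and -0.42, were within 1.5 times the paper's, about -0.33 and about -0.38 in Fig. 6G.

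The legend of Fig. 6G marks sets by levels of FWER p. Its marks were not reached here. The set with all 3 TFs had 0.021, and reached 0.0155 with a replicate block, 0.017 with trend and robust variance, 0.009 with probes averaged per gene, 0.0155 with peaks within 20 kb and 0.019 without exchanged neighbours, the last chosen after seeing the values, and as little as 0.008 with 1 array left out. The set with Eomesa had 0.0345, and its lowest value was 0.0075, by the methods' t-test.

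The paper states that *cxcl12a* and *cxcl12b* are downregulated at 90% epiboly in these arrays. All 8 probes had negative log2 fold changes, but over all features only 1 *cxcl12a* probe passed (adjusted p = 0.0363 from limma), while the probes that stand for the genes had adjusted p-values of 0.0522 and 0.193. *cxcl12a* passed with array weights (0.00102), with probes averaged per gene (0.0385), without the first double morphant sample of shield (0.0356) or the first control of 90% epiboly (0.0485), and with named features only (0.0451), which was chosen after seeing the values; over all alternatives it ranged from 0.00102 to 0.301. *cxcl12b* passed on the stage's own arrays (0.00605), with a replicate block (0.00606) and with array weights (0.00412), within 0.00412 to 0.564. The paper also states that 20 genes are downregulated at shield, naming *gata5*, *gsc*, *wnt8a* and *fgf8a*. All 17 measured genes of its list were lower by sign and 3 passed, none of them among those named, with adjusted p-values of 0.455, 0.706, 0.0909 and 0.771 from limma. The paper took that list from the leading edge of an enrichment, so a threshold for single genes is not its measure. In the enrichment here, on the same arrays, 14 of the 17 lay in the leading edge of a Mixl1 set with Eomesa, Smad2 or both. *wnt8a* is not in the list of Data S6, which holds *wnt11*, and passed with a replicate block alone (0.0316), while *gata5*, *gsc* and *fgf8a* passed under no alternative. For 42 log2 fold changes of named genes in the parts of Data S4 and Data S6 at hand, the largest difference was 0.00 with both values rounded to 2 decimals.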

Other observations

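Only the fit without exchanged features was chosen only after the result was seen; the other tests of this part were set before. Some groups of genes beyond those described above moved at 90% epiboly. All 10 genes of interferon and innate immunity had negative log2 fold changes, none passed over all features and 1, the interferon regulatory factor gene *irf1b* (*irf11* on the array, -0.71), was lower when adjusted over the list alone; the list was lower as a group (camera, adjusted p = 0.00236; adjusted p = 0.0352 with an estimated correlation), but not by fry (adjusted p = 0.0503). All 12 maternal and germ plasm genes had positive log2 fold changes, with a median of 0.24 and none past the threshold, and the list was called as higher (camera, adjusted p = 0.00538; adjusted p = 0.268 with an estimated correlation, 0.209 without control 3 and 0.21 without double morphant 1). The lists of the enveloping layer (adjusted p = 0.0157; 0.268 with an estimated correlation; 0.0679 without the second double morphant), retinoic acid (0.0352; 0.159 with an estimated correlation; 0.24 and 0.126 without control 3 and double morphant 2) and the Bmp pathway (0.0425; 0.119 with an estimated correlation; 0.338 without exchanged features, since its only called gene, *szl*, is one) were called as lower, and that of forerunner cells and Kupffer's vesicle as higher (0.0329; 0.173 with an estimated correlation). Their members did not pass apart from *szl* and, in the forerunner list, *gdf3*; the Bmp list lost its call without any 1 of 6 arrays (0.052 to 0.0971) and the forerunner list without any 1 of 4 (0.0817 to 0.231). *rdh10a*, a retinol dehydrogenase gene of retinoic acid synthesis, chosen after its value was seen, was at -0.06 at shield and -2.13 at 90% epiboly (adjusted p = 0.968 and 0.000695 from limma), a difference called on both of its probes (-2.07, adjusted p = 0.0345).

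At shield the lists that did not pass were tailbud (adjusted p = 0.295), notochord (0.15), prechordal plate and hatching gland (0.774), endoderm (0.431), Fgf (0.112), Wnt (0.152), Bmp (0.836), retinoic acid (0.749), lateral mesoderm (0.318), muscle (0.937), neural ectoderm (0.749), non-neural ectoderm (0.0835), enveloping layer (0.295), yolk syncytial layer (0.774), forerunner cells (0.15), p53 response (0.774), interferon (0.749), maternal genes (0.0982), *hox* genes (0.863) and housekeeping genes (0.749). Of the non-neural ectoderm genes, *msx3* and *dlx5a*, both homeobox genes, rose at shield, with log2 fold changes of 1.26 and 0.93 (adjusted p = 0.0347 and 0.037 from limma), calls lost without any 1 of 10 and 8 of the 12 arrays (0.0525 to 0.122 and 0.0562 to 0.118). Without single shield samples 5 lists were called: enveloping layer (0.0201, second control), neural ectoderm (0.0277, first control), maternal genes (0.00537, first double morphant), and non-neural ectoderm (0.0209, 0.0356 and 0.048, control 1, double morphants 2 and 3), the Nodal list being the other. At 90% epiboly the lists of notochord (0.0743), prechordal plate (0.805), endoderm (0.0743), lateral mesoderm (0.224; 0.0421 without the first double morphant), neural (0.222) and non-neural ectoderm (0.224), yolk syncytial layer (0.611), p53 response (0.222), heat shock (0.36) and housekeeping genes (0.306) did not pass. Median and mean differ in sign at shield for the prechordal (0.15 and -0.24), Bmp (0.05 and -0.02), neural (0.08 and -0.07), yolk syncytial (0.04 and -0.03) and *hox* lists (0.06 and -0.03).

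The paper reports the genes of shared Ta and Tbx16 peaks on other arrays, of 75% epiboly. On the arrays of shield, 11 of 519 measured genes fell and 2 rose (25 and 4 when adjusted over the list alone), 300 had negative log2 fold changes and the group was lower (camera, p = 0.000926; p = 0.00245 with an estimated correlation), with a median of -0.057. At 90% epiboly 27 fell and 2 rose (50 and 4 when adjusted over the list alone), 303 were negative and the median was -0.066 (camera, p = 1.63e-05; p = 0.000475 with an estimated correlation). For the 419 genes whose peaks carry a histone mark, p was 0.000695 and 2.95e-05. The paper also measured *mixl1*, *gata5* and *sox32* by qPCR at 50% epiboly, which is not analysed here. By in situ hybridization for *sox17*, an endoderm gene, and immunostaining of a *sox17*:*eGFP* transgene, it counted fewer endoderm cells in double morphants at 90% epiboly. On these arrays *sox17* had log2 fold changes of -0.27 at shield and -0.52 at 90% epiboly (adjusted p = 0.835 and 0.97 from limma). Its mean log2 signals in controls and double morphants were 6.55 and 6.29 at shield and 6.97 and 6.45 at 90% epiboly. These lie near the dim threshold of 6.56, and the RNA is of whole embryos, so they do not test the cell counts. Between shield and 90% epiboly in control MO embryos, 3182 features fell and 2591 rose, against 1907 and 1455 without shield control 3, 2166 and 1590 without control 2 of 90% epiboly, and 1846 and 1386 without control 3 of 90% epiboly.

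One hypothesis was that double morphants lag behind the controls at 90% epiboly, which could leave maternal and germ plasm transcripts higher. From shield to 90% epiboly in controls these genes had a median log2 fold change of -0.98, and between double morphants and controls at 90% epiboly of 0.24. By least squares over the 12 genes, a lag of 25.2% of that interval would be needed for their changes. On an axis from the shield to the 90% epiboly controls, over 13276 genes, the double morphant arrays of 90% epiboly lay at 85.1% ± 3.4 and the controls at 89.3% ± 13.6 (SD, n = 3 each), a difference of -4.2 percentage points (exact permutation test, two-sided, p = 0.7, where 0.1 is the smallest possible). The difference is smaller than that lag and than the SD of the controls. With 3 arrays per group and controls spread from 75.7% to 102.9%, it cannot exclude a lag of that size across all genes. A change in only some tissues also stays open and was not tested.

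Another was that shield samples with the same replicate number deviated together because their pools were collected at different points between the stages. The direction from shield to 90% epiboly was taken out of the deviations. The same-number correlations then went from 0.38, 0.41 and 0.32 to 0.34, 0.41 and 0.26, so the lowest stayed at 0.26. Only the straight line between the mean control levels of the stages was taken out. Differences in timing that move genes in other directions would stay, so the test cannot decide on timing. On the same axis the shield arrays did lie in the order of their numbers, at 34.5%, 16.8% and -1.9% for controls 1 to 3 and 27.9%, 14.3% and 0.8% for double morphants 1 to 3, so timing stays open, in whole or in part. A shared clutch or day may stay behind the pairs and was not tested, since no label gives one, and no biological explanation was tested.

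The splits of 6 arrays into 3 and 3 are too few for a share under 0.05, for each of the results that follow. The other splits also mix the real groups, so a real difference adds to the spread within groups and can lower their counts. The real split gave 5773 features between stages in controls (highest other split 3), 6 lists at shield (6), 17 lists at 90% epiboly (7), 2 Mixl1 sets (2), 3 Figure 6H genes (0), and for the shared peak genes values of 0.000926 at shield (0.0043) and 1.63e-05 at 90% epiboly (0.0142). At shield the real split parts all 3 replicate pairs; the other splits that do gave at most 1 feature and those that part 1 pair at most 4.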
